# PIF7 is a master regulator of thermomorphogenesis in shade

**DOI:** 10.1038/s41467-022-32585-6

**Published:** 2022-08-29

**Authors:** Yogev Burko, Björn Christopher Willige, Adam Seluzicki, Ondřej Novák, Karin Ljung, Joanne Chory

**Keywords:** Light responses, Plant signalling, Plant development

## Abstract

The size of plant organs is highly responsive to environmental conditions. The plant’s embryonic stem, or hypocotyl, displays phenotypic plasticity, in response to light and temperature. The hypocotyl of shade avoiding species elongates to outcompete neighboring plants and secure access to sunlight. Similar elongation occurs in high temperature. However, it is poorly understood how environmental light and temperature cues interact to effect plant growth. We found that shade combined with warm temperature produces a synergistic hypocotyl growth response that dependent on PHYTOCHROME-INTERACTING FACTOR 7 (PIF7) and auxin. This unique but agriculturally relevant scenario was almost totally independent on PIF4 activity. We show that warm temperature is sufficient to promote PIF7 DNA binding but not transcriptional activation and we demonstrate that additional, unknown factor/s must be working downstream of the phyB-PIF-auxin module. Our findings will improve the predictions of how plants will respond to increased ambient temperatures when grown at high density.

## Abstract (web summary)

Plant hypocotyl elongation response to light and temperature. Here the authors show that shade combined with warm temperature synergistically enhances the hypocotyl growth response via the PIF7 transcription factor, auxin, and as yet unknown factor.

## Introduction

Plants evolved with a unique flexibility in regulating their growth in response to environmental changes. Just after germination, they rapidly elongate the embryonic stem (hypocotyl) to emerge from the soil and capture light as fast as possible. Once they sense light, the hypocotyl elongation rate decreases, ensuring a stable structure to support the mature plant. However, they can increase the hypocotyl elongation rate again to outcompete surrounding vegetation^1–3^. In this process, termed the shade avoidance response, plants can detect other plants’ proximity by perceiving a change in the ratio of Red to Far-Red (R/FR) light due to the reflected FR light from neighboring plants^4^. The hypocotyl also elongates in response to increased ambient temperatures, referred to as thermomorphogenesis^5^.

In recent years, many studies combined different environmental conditions to mimic the natural environment and examine effects on growth. It was found that shade (low R/FR) and temperature strongly interact^6–10^, and the combination of low R/FR and warm temperature resulted in longer plants than either of the single conditions^7,10^. This interaction is particularly important given the predicted increase in ambient temperature due to global warming and that crops growing in field conditions are likely to sense both signals simultaneously.

Current models suggest that the responses to shade and to warm ambient temperatures are sensed and executed by common molecular factors. In *Arabidopsis thaliana*, both stimuli are perceived by the phytochrome B (phyB) photoreceptor. In the shade, the low R/FR ratio converts phyB to its inactive form. Warm ambient temperature increases the rate of phyB’s spontaneous reversion from its active (Pfr) to its inactive (Pr) form. This occurs mainly during nighttime and increases the pool of inactive phyB over the total phyB pool^11–14^. Inactivating phyB relieves the repression of the PHYTOCHROME-INTERACTING FACTOR (PIF) transcription factors, allowing them to promote transcription of growth-promoting target genes. PIF4 and PIF7 have been shown to be the dominant proteins regulating thermomorphogenesis and shade avoidance response, respectively. PIF4 has been shown to accumulate at both the mRNA and protein levels during thermomorphogenesis. While the precise mechanisms regulating PIF4 transcript levels during thermomorphogenesis are not clear yet, its abundance is regulated by several proteins, including CONSTITUTIVELY PHOTOMORPHOGENIC 1 (COP1), DE-ETIOLATED 1 (DET1), SUPPRESSOR OF PHYA-105 1 (SPA1), and HEMERA (HMR)^15–18^. Recent studies also revealed a major role for PIF7 during thermomorphogenesis^19,20^. Warm ambient temperature increases PIF7 protein abundance by enhancing translation via alternative hairpin formation in the 5′ untranslated region of the *PIF7* mRNA^20^. In response to shade, PIF7 protein activity is regulated by its phosphorylation state^21–23^. In addition, only the triple mutant *pif457* completely blocks the elongation responses to low R/FR conditions^23,24^, and PIF7 activity may be dependent on PIF4^19^. Therefore, the roles of redundancy and co-regulation among the PIFs during these responses are still unclear.

Auxin pathway genes are highly responsive to low R/FR or warm ambient temperature treatments^25–27^. Both signals are perceived in the cotyledons and young leaves and increase the expression of *YUCCA (YUC)* genes that encode auxin biosynthetic enzymes. Consequently, auxin accumulates and is transported into the hypocotyl, leading to the induction of cell elongation^26–29^. This process is dependent on PIF binding to and transcriptional activation of *YUCs*. In agreement with this, the *yuc2589* mutant is insensitive to shade or warm ambient temperature^19,30^. Other hormones, including brassinosteroids, gibberellin, and ethylene have all been shown to be part of shade- or warm temperature-induced hypocotyl growth, and all interact with auxin signaling during these responses^5,25,27,29,31–34^.

Here we compare the responses to low R/FR and warm ambient temperatures applied individually and simultaneously. This comparison allowed us to identify crucial differences between the shade and warm temperature responses, which were previously thought to be very similar. Furthermore, we identified PIF7 as the dominant player during the simultaneous response to low R/FR and warm temperature. Surprisingly, this unique but agriculturally relevant scenario was almost totally independent on PIF4 activity.

## Results

### Synergistic effect of low R/FR and elevated temperature on hypocotyl growth

Previous studies suggest that both low R/FR and warm temperatures promote growth through the phyB-PIF-auxin signaling module^5,11,12,25,26,30,35^. We asked what the response to both signals would be when presented simultaneously. Seedlings were grown in constant white light (WL) at 21 °C for 3 days. Afterward, they were kept in WL at 21 °C (21WL) or moved either to WL at 30 °C (30WL), to low R/FR at 21 °C (21FR), or to low R/FR at 30 °C (30FR, warm shade) for additional 3–5 days (Fig. 1a). We chose 30 °C for our experimental set-up since we found that maximal hypocotyl elongation in response to elevated temperature occurred between 28 and 30 °C (Supplementary Fig. 1a).

**Fig. 1:**
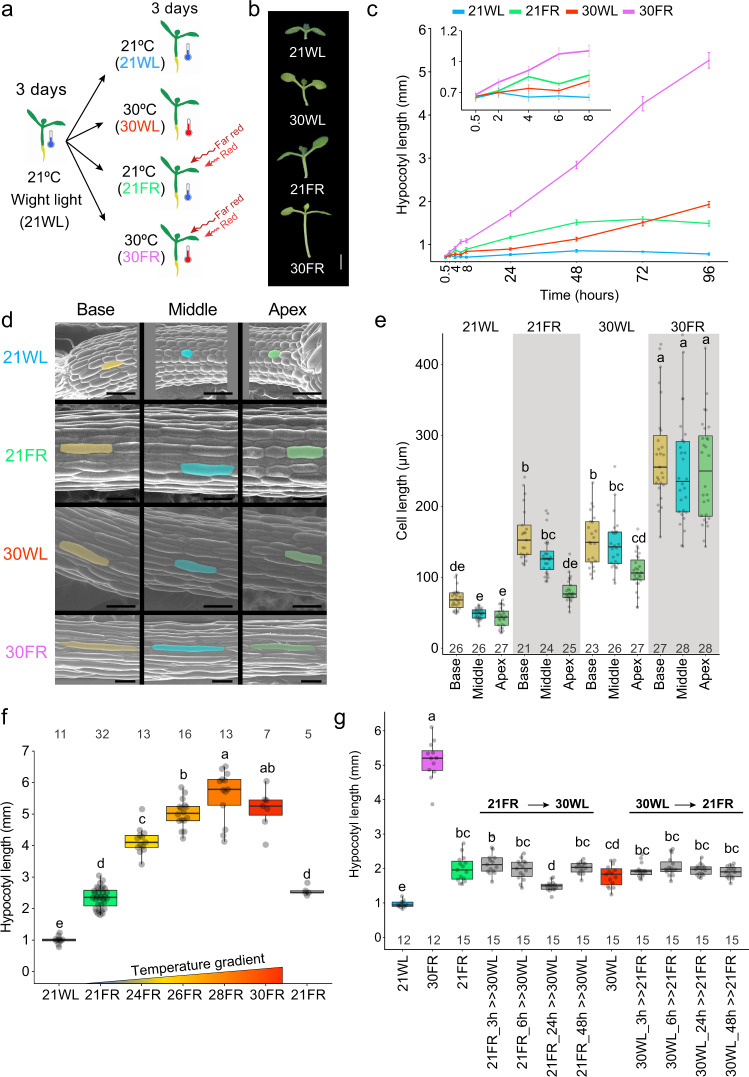
Synergistic hypocotyl elongation under combined shade and warm temperature. **a** Scheme of the experimental design. Seedlings were grown in 21 °C with constant simulated white light (WL) for 3 days and then moved to 30 °C (30WL), 21 °C with shade (21FR, R/FR = 0.6), 30 °C with shade (30FR, R/FR = 0.6) or kept at 21 °C white light (21WL) for three more days. **b** Representative images of 6-day-old Arabidopsis wild-type seedlings grown as described in (**a**). Scale bar = 2 mm. **c** Hypocotyl length of wild-type seedlings during the first 4 days after transfer to the different conditions. Insert is an enlargement of the first hours. The average values +/− SE are shown, *n* = 8 or more seedlings per time point (for the exact number in each sample, see Source data). **d** Representative SEM images of hypocotyl epidermal cell lengths at the apex, base, and middle of 6-day-old seedlings grown as described in (**a**). We repeated the experiment five times with similar results. Scale bar = 100 µm **e**. Hypocotyl epidermal cell length was determined from confocal images of 8–9 seedlings per condition and 2–3 cells per segment. The number of cells (*n*) is shown under each box. **f** Hypocotyl length of 6-day-old wild-type seedlings grown for 3 days at 21WL and then moved to the indicated temperature and light. The response to 21FR is shown for two different chambers used for the experiment. The number of seedlings (*n*) is shown on top of each box. **g** Hypocotyl length of 6-day-old wild-type seedlings grown for 3 days at 21WL, then moved to the indicated conditions. In gray, the plates were transferred from 21FR to 30WL or from 30WL to 21FR, after the indicated time and stayed there for the rest of the experiment. The number of seedlings (*n*) is shown under each box. In **b**–**g**, PAR = 70 µmol m^−2^ s^−1^. In **e**–**g**, Different letters denote statistical differences (*p* < 0.05) among samples as assessed by one-way ANOVA and Tukey HSD. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements.

In agreement with previous reports, 21FR and 30WL promoted similar elongation of the hypocotyl (Fig. 1b, c). However, the treatment with both signals simultaneously (30FR) resulted in a much longer hypocotyl than either stimulus alone. We detected this effect as early as 4 h after the transfer to 30FR (Fig. 1c). This synergistic elongation was reflected in epidermal cell elongation throughout the hypocotyl (Fig. 1d, e), and was detectable at 24 °C, with maximum impact at 28–30 °C (Fig. 1f). Since the interaction between temperature and low R/FR most likely occurs in many crops grown in high density, we wanted to confirm that the synergistic growth response is conserved in crop plants. We found that the synergistic response also occurs in tomato (*Solanum lycopersicon*) and *Nicotiana benthamiana* (Supplementary Fig. 1b–f), emphasizing the importance of identifying the factors and the mechanisms that drive this interaction.

We next asked if the synergistic growth response observed at 30FR requires simultaneous light and temperature signals or if it can be achieved by consecutive treatments. We transferred seedlings between 21FR and 30WL, and between 30WL and 21FR at different time points and measured hypocotyl lengths. Only the seedlings that were exposed to simultaneous low R/FR and high temperature showed the synergistic elongation response (Fig. 1g, Supplementary Fig. 2a, b). Sequential presentation of these stimuli failed to enhance growth. We, therefore, conclude that simultaneous sensing of low R/FR and warm temperature is required for this enhanced growth response. Additionally, we noticed that in low light conditions (30 µmol m^−2^ s^−1^), the synergistic interaction between low R/FR and the warm temperature was suppressed (Supplementary Fig. 3a), indicating that this response is light intensity dependent.

### PIF7 is necessary and sufficient for the synergistic growth response

The importance and dominance of *PIF4*, and to some extent *PIF5*, in thermomorphogenesis has been shown in many studies^15,16,35,36^. Recently, *PIF7*, which has a dominant role in response to low R/FR, was also found to have a role in the thermomorphogenesis response^19,20,23,25^. We, therefore, asked which *PIF*s are essential for the synergistic response of elevated temperatures under low R/FR conditions. We used a genetic approach and examined this response in multiple *pif* mutants. In agreement with published data, we found that *PIF7* and *PIF4* played dominant roles in response to low R/FR and to warm ambient temperature, respectively (Fig. 2a). The *pif7* mutant showed reduced hypocotyl elongation in warm temperatures, but this phenotype was not as strong as observed in *pif4* or *pif45* mutants. Surprisingly, we found that *pif4* or *pif45* mutants resembled wild-type seedlings in 30FR, while *pif7* eliminated the synergistic elongation. This phenotype was slightly enhanced in the *pif457* mutant (Fig. 2a). These results suggest that *PIF7* has the dominant function when the elevated temperature is sensed together with low R/FR (30FR), while *PIF4* and *PIF5* are minor contributors. This pattern was also apparent under long-day conditions at 28 °C (Supplementary Fig. 3b). Interestingly, while *pif4*57 suppressed the long hypocotyl phenotype of *phyB* in 21WL or 21FR, it only partially suppressed the *phyB* long hypocotyl phenotype at 30WL (Supplementary Fig. 3c, d), indicating that part of the response to 30WL in *phyB* plants is PIF457-independent, as shown before^37^.

**Fig. 2:**
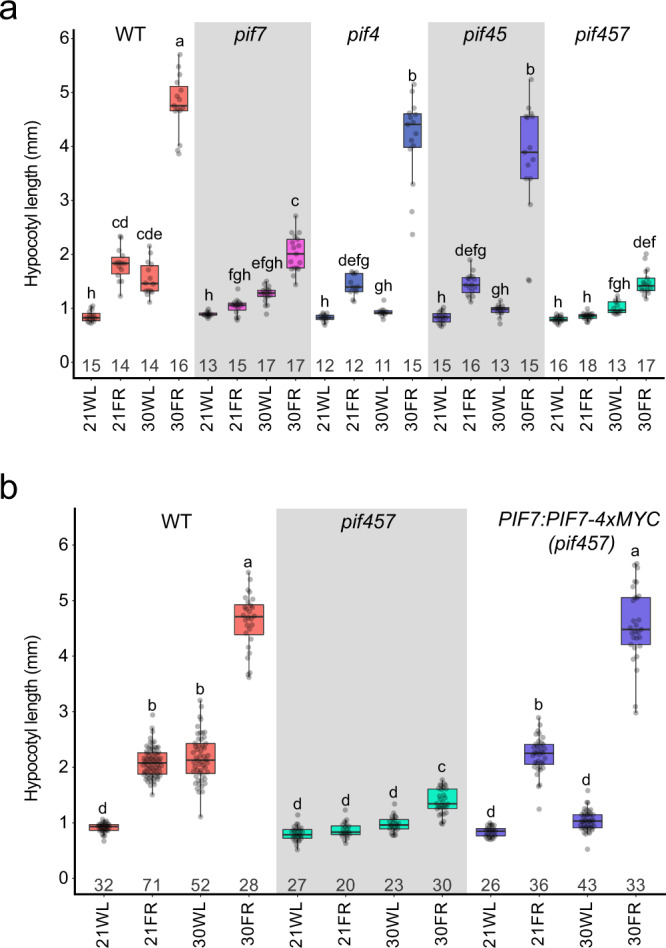
PIF7 plays a dominant role in the synergistic response to low R/FR and warm ambient temperature. **a** Hypocotyl length of 6-day-old Arabidopsis pif mutant seedlings. The number of seedlings (*n*) is shown under each box. **b** Hypocotyl length of 6-day-old Arabidopsis * PIF7:PIF7-4xMYC* (*pif457*) seedlings. The number of seedlings (*n*) is shown under each box. The growth conditions are the same as described in Fig. 1a, PAR = 70 µmol m^−2^ s^−1^. Different letters denote statistical differences (*p* < 0.05) among samples as assessed by one-way ANOVA and Tukey HSD test. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements.

The activity of PIF7 in thermomorphogenesis is dependent on PIF4 and PIF5^19^. We asked if this relationship persisted in response to 21FR or 30FR. We tested a transgenic line expressing *PIF7* driven by its native promoter (*PIF7:PIF7-4xMYC*) in the *pif457* background^23^. This line failed to rescue elongation in 30WL but fully rescued elongation in 21FR or 30FR, perfectly phenocopying the *pif45* mutant phenotype (Fig. 2a, b). The direct comparison between *pif457* and *pif45* suggests that PIF7 activity depends on PIF4 in 30WL, but does not require PIF4 or PIF5 in 21FR or for the exaggerated growth response to 30FR. Also evident by the complementation of *pif457* by *PIF7:PIF7-4xMYC* in 21FR and 30FR conditions but not in 30WL. In addition, we found that *PIF4* and *PIF5* transcripts were upregulated in 30WL and 30FR while *PIF7* expression did not respond to changes in growth conditions, suggesting different post-transcriptional mechanisms governing *PIF4, PIF5*, and *PIF7* activity in 30WL and 30FR conditions (Supplementary Fig. 4a).

Next, we asked if the dominant function of PIF7 and the minor role of PIF4 observed under combined temperature and light changes are unique to low R/FR conditions. To test this, we chose Low Blue Light (LBL) since growth under LBL was shown to be regulated mainly by PIF4^38,39^. We combined LBL with warm ambient temperature, finding that while LBL and warm temperature interacted synergistically, *PIF4* played the major role, while *PIF7*’s contribution was smaller (Fig. 3a). Consistent with these results, and similar to 30WL, the *PIF7:PIF7-4xMYC* construct failed to fully rescue the elongation of *pif457* mutant in LBL at 21 °C or 29 °C (Fig. 3a). We hypothesized that the functions of PIF7 in low R/FR and PIF4 in LBL and thermomorphogenesis might result from their interactions with phyB and cry1. PIF7 being potentially regulated by phyB alone, while PIF4 is controlled by phyB and cry1^38–41^. To test this hypothesis, we compared hypocotyl elongation of *cry1* and *pif* mutants in response to 21FR, 30WL, and 30FR. We found that *pif7* suppressed the long hypocotyl phenotype of *cry1* in all tested conditions (Fig. 3b). This indicates that PIF7 works downstream of both phyB and cry1. We confirmed our finding in high monochromatic blue light (Supplementary Fig. 4b)^42^.

**Fig. 3:**
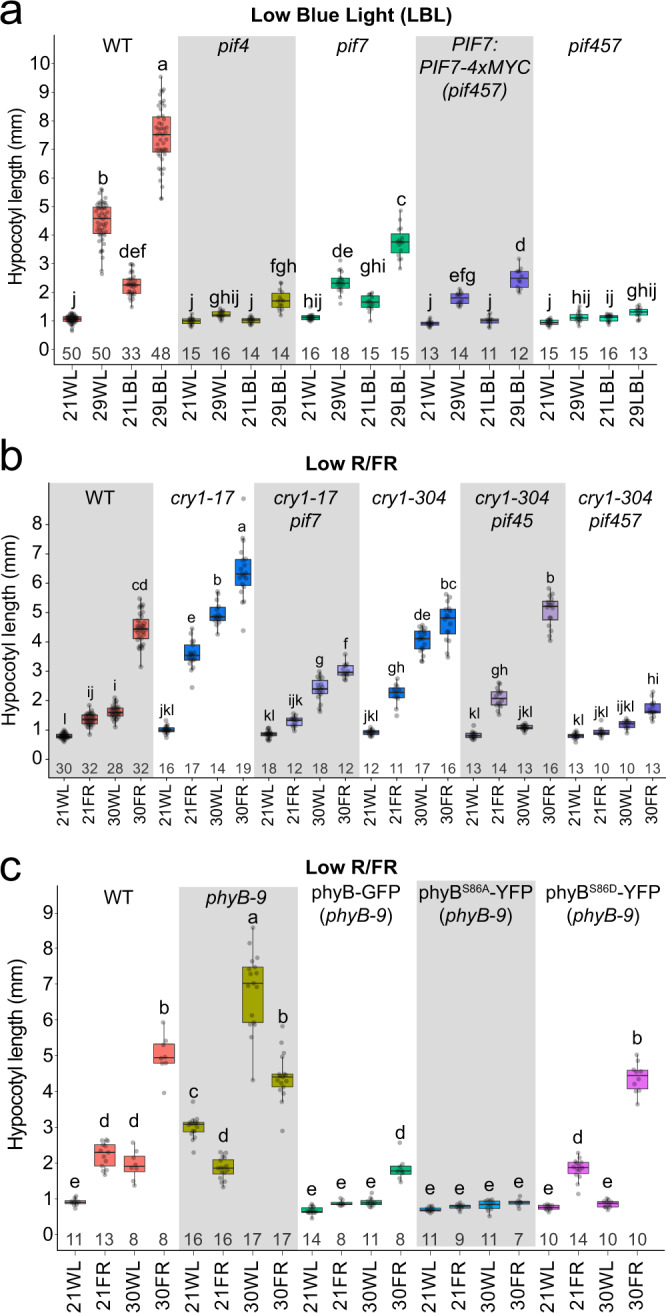
*PIF7* acts downstream of both *PHYB* and *CRY1*. **a** Hypocotyl length of 6-day-old wild-type Arabidopsis seedlings grown for 3 days at 21 °C, then moved to the indicated conditions. Long-day white light (WL, fluorescent bulbs, PAR = 60 µmol m^−2^ s^−1^), or Low Blue Light (LBL, PAR = 56 µmol m^−2^ s^−1^, Supplementary Data 1). Temperature: constant 21 °C or 29 °C. The number of seedlings (*n*) is shown under each box. **b** Hypocotyl length of 6-day-old Arabidopsis *cry1* and *pif* mutant seedlings. The number of seedlings (*n*) is shown under each box. **c** Hypocotyl length of 6-day-old *phyB* seedlings expressing *35S:PHYB-GFP*, *35S:PHYB*^*Ser86Asp*^*-YFP* (S86A), or *35S:PHYB*^*Ser86Ala*^*-YFP* (S86D). The number of seedlings (*n*) is shown under each box. In **b**, **c**, growth condition is the same as described in Fig. 1a, PAR = 70 µmol m^−2^ s^−1^. Different letters denote statistical differences (*p* < 0.05) among samples as assessed by one-way ANOVA and Tukey HSD test. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements.

All together these results demonstrated that PIF7 has a dominant role in response to elevated temperature when combined with low R/FR. Surprisingly, PIF4 has a minor role in the combined response to high temperature and low R/FR, while maintaining a major role in the combined response to warm temperature and LBL. This indicated separate mechanisms for processing warm temperatures depending on light quality.

### The response to 30FR condition is independent of phyB thermal reversion

The phyB-PIF-auxin signaling pathway is central to growth responses in low R/FR and warm temperatures. PIF7 is regulated mainly by phyB^23,41^, and we found that PIF7 is the major PIF required for the synergistic response of low R/FR and warm ambient temperature. Therefore, we examined the contribution of phyB to this response and asked whether changes in PIF7 activity can explain the synergistic response to 30FR. We found that the relative response to 30WL in *phyB* mutants was similar to wild-type seedlings (Supplementary Fig. 3c, d). In addition, phyB abundance was similar in all growth conditions (Supplementary Fig. 3e, f). However, relative elongation growth in response to low R/FR at either 21 °C or 30 °C was compromised in *phyB* mutants (Fig. 3c, Supplementary Fig. 3c, d). As the phyB thermal reversion rate was shown to increase with increasing ambient temperature^11,12^, we asked if this phenomenon might contribute to the synergistic response to 30FR. We tested transgenic lines that overexpress PHYB with a modified S86 phosphorylation site leading to faster reversion (phyB^S86D^-YFP) or slower reversion (phyB^S86A^-YFP)^43^. Phosphorylation of this serine residue varies based on low R/FR and temperature conditions^44^. Plants overexpressing phyB-GFP or phyB^S86A^-YFP had shorter hypocotyls than controls in all tested conditions (Fig. 3c). However, overexpression of phyB^S86D^-YFP, led to a wild-type-like hypocotyl phenotype in response to 21FR and 30FR but failed to elongate in 30WL (Fig. 3c). These results suggest that in our light conditions (continuous white light), the effect of increased temperature on phyB activity is minor relative to the impact of low R/FR light. In addition, the synergistic effect seen in response to 30FR cannot be explained by decreased phyB activity under simultaneous low R/FR and warm temperature.

Next, we asked whether PIF7 activity increases in 30FR. Since PIF7 is regulated by phosphorylation, we tested whether there is a difference in PIF7 phosphorylation between 21FR and 30FR. We found that PIF7 was dephosphorylated as early as 10 min in the low R/FR and stayed dephosphorylated as long as it remained in low R/FR in both temperatures (Fig. 4a, Supplementary Fig. 5). PIF7 was rapidly phosphorylated when transferred from 21FR to 30WL (Fig. 4b). This result suggests that PIF7 is dephosphorylated similarly by low R/FR in 21 °C and 30 °C. It was recently shown that PIF7 protein level increases during the thermomorphogenesis response^19^^,^^20^. We did not observe difference in PIF7 levels when seedlings were transferred from 21WL to 21FR versus 30FR (Fig. 4a, Supplementary Fig. 5). We, therefore, asked whether PIF7 is more active in promoting the transcription of its targets in 30FR compared to 21FR or 30WL. 

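For the RNA-seq, whole wild-type seedlings were collected after 1, 3, 6 or 24 h in 21WL, 21FR, 30WL or 30FR, so that the experiment had 16 groups of 2 biological replicates and 32 libraries, a replicate being in the paper an independent pool of plants. The authors aligned the reads to the TAIR10 genome and deposited, without normalization, the number of reads that HTSeq counted on the matching strand of each of 33602 genes. Entries for reads that aligned to more than 1 place made up 10.5 to 50.4% of a library's total in the count table. The highest share was that of replicate 1 of 30WL at 6 h. Such reads were not counted on any gene, so that genes with a near-identical copy were counted only in part. Between 7606788 and 28170966 reads per library were counted on genes, with a median of 18502913. The shallowest groups were 30WL at 6 h (7606788 and 14924687) and 30WL at 24 h (8750851 and 12949448). For single genes, expression is given as cpm after TMM normalization in edgeR, as the mean ± SD (n = 2). The 20145 genes with more than 1 CPM in at least 2 libraries were tested in 1 model with a coefficient for each group. A gene was called at an FDR under 0.05 and an absolute log2FC over 1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the same thresholds as in Supplementary Fig. 7. The common biological coefficient of variation was 0.115. Gene symbols came from the RefSeq annotation of TAIR10.1, in which 32835 of the gene identifiers had an entry. Its coordinates were not used here.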

We performed a global transcriptomic analysis using RNA-sequencing (RNA-seq) and chromatin immunoprecipitation-sequencing (ChIP-seq) and compared the expression levels of direct PIF7 targets under 21WL, 21FR, 30WL, or 30FR. The majority of PIF7 direct targets were upregulated in both 21FR and 30FR (Fig. 4c–f). 

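The direct targets were taken as the 200 genes that Supplementary Data 4 lists as the top PIF7-bound genes in 21FR, of which 167 passed the expression filter. The list for 30FR was not analysed here. Of the 167 genes, 12, 13, 18 and 5 were called higher in 21FR than in 21WL at 1, 3, 6 and 24 h, and 33, 23, 19 and 10 in 30FR. At most 1 gene was called lower in either condition at any time point. With the FDR alone, 79 genes were higher in 30FR at 1 h, and with each time point fitted alone 7 were higher in 21FR at 6 h. The log2FC was above 0 for 122, 119, 124 and 106 genes in 21FR and for 127, 130, 123 and 116 genes in 30FR. Its median was 0.12, 0.11, 0.13 and 0.054 in 21FR and 0.37, 0.22, 0.20 and 0.15 in 30FR. Leaving out 1 library moved these medians most at 24 h, where replicate 1 of 21WL raised them to 0.15 and 0.26 when left out, and replicate 2 lowered the first to 0.017. At 6 h, the 21FR median was 0.077 without replicate 1 of 21FR. As a set, the genes lay above the others in both conditions, with adjusted p of 1.18e-30, 9.65e-24, 4.51e-29 and 3.62e-08 in 21FR and 3.94e-14, 2.46e-13, 2.04e-07 and 1.26e-04 in 30FR (camera with a preset correlation of 0.01, Benjamini-Hochberg adjustment). All 8 of these calls held under fry and with an estimated correlation. In the direct comparison of 30FR with 21FR, the set was higher at 1 and 3 h (median log2FC 0.23 and 0.14, adjusted p 5.02e-04 and 0.0144 from camera). Both calls held under fry and not with an estimated correlation (0.0644 and 0.178). At 6 and 24 h, the adjusted p from camera was 0.513 and 0.288. The comparison of 30FR with 21FR also contains the effect of 30 °C alone. In 30WL over 21WL, the set had medians of 0.14 and 0.088 at 1 and 3 h (adjusted p 0.0043 and 0.14 from camera). The 1 h call held under fry and not with an estimated correlation. Between 30 and 21 °C, the response to low R/FR differed by a median of 0.024 and 0.047 (adjusted p 0.179 and 0.156 from camera). That test was chosen after seeing the data. The rise over 21FR thus cannot be assigned to PIF7 activity. From expression and binding that were similar in 21FR and 30FR, the paper proposes that PIF7 has the same activity in both.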

In agreement with this result, PIF7 binding to the DNA was similar in 21FR and 30FR (Fig. 4g, h, Supplementary Data 4). These results suggest that PIF7 has the same activity under 21FR and 30FR conditions. Interestingly, in the 30WL condition, PIF7 binds to very similar sets of genes as in 21FR and 30FR conditions, while almost no binding was observed in 21WL (Fig. 4g, h, Supplementary Data 4). In addition, PIF7 binding in the 30WL condition was insufficient to rescue the *pif457* mutant response or promote the expression of target genes such as *IAA29* and *ATHB2* (Figs. 2b, 4d, e, h). These results indicate that while warm temperature promotes the binding of PIF7 to its targets, its activity depends on the interaction with additional co-factors.

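In 30WL, IAA29 (AT4G32280) had 1.13 ± 0.229, 1.32 ± 0.216, 1.77 ± 0.466 and 1.1 ± 0.076 cpm at 1, 3, 6 and 24 h, against 0.842 ± 0.00589, 0.963 ± 0.473, 0.546 ± 0.136 and 0.710 ± 0.0452 cpm in 21WL. The log2FC was 0.45, 0.57, 1.60 and 0.63, with standard errors of 0.60, 0.60, 0.64 and 0.70 and adjusted p of 0.630, 0.551, 0.105 and 0.613 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 6 h value was called with edgeR's likelihood ratio test (log2FC 1.63, adjusted p 0.0113) and with DESeq2 (1.62, adjusted p 0.0135). ATHB2 (AT4G16780) changed by 0.44, −0.23, 0.33 and 0.83 (standard errors 0.20, 0.21, 0.21 and 0.20). Its 24 h difference had an adjusted p of 0.0107 in edgeR's quasi-likelihood test and stayed under the threshold on the fold change. The peaks that Supplementary Data 4 gives for IAA29 lie on chromosome 4 of TAIR10, at 15581068 to 15581419 in 30WL and at 15581050 to 15581398 in 21FR. ATHB2 is not among the 1999 of 2129 genes bound in 30WL that were used here, and the peaks used for 21FR hold none of it either. As these lists are incomplete, this does not show that ATHB2 is unbound. The paper shows PIF7-MYC binding at its promoter (Fig. 4h). Of the top 200 genes bound in 30WL, 166 passed the expression filter. In 30WL, 5, 3, 2 and 2 of these were called higher than in 21WL, and their median log2FC was 0.13, 0.079, 0.079 and 0.11 at 1, 3, 6 and 24 h. With 1 library left out, the 3 h median lay between 0.043 and 0.13 (21WL replicates 2 and 1), and the 6 h median between 0.014 and 0.12 (30WL replicates 1 and 2). At 24 h, it was 0.058 without replicate 2 of 21WL. The adjusted p of the set was 0.0170, 0.246, 0.443 and 0.0503 (camera, Benjamini-Hochberg adjustment). It was 0.232, 0.478, 0.588 and 0.252 with an estimated correlation and 7.90e-04, 0.0421, 0.154 and 0.0274 under fry. In the paper, binding in 30WL neither rescued the response of the pif457 mutant nor promoted expression of targets such as IAA29 and ATHB2. From this, the paper proposes that the activity of PIF7 depends on additional co-factors.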

**Fig. 4:**
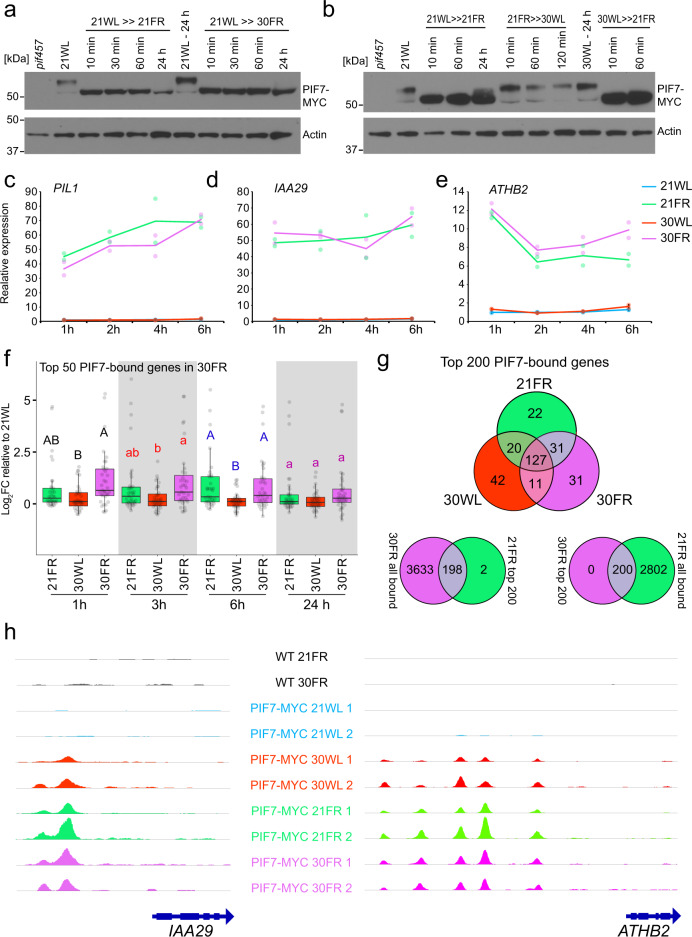
PIF7 activity is comparable in low R/FR at low or high temperature (21FR vs 30FR conditions). **a** Immuno-detection of PIF7-MYC Protein levels using anti-MYC antibody. Total protein extract was collected from 3-day-old *PIF7:PIF7-4xMYC (pif457)* seedlings grown in 21WL (70 µmol m^−2^ s^−1^) plus the indicated time in the stated conditions. Anti-ACTIN blots are shown below as loading controls. This experiment was done one time. **b** Same as (**a**) except protein extract was collected after 24 h in the indicated starting condition plus the stated time in the treatment condition. This experiment was done one time. **c**–**e** Expression of *PIL1* (**c**), *IAA29* (**d**), and *ATHB2* (**e**) in 3-day-old seedlings grown at 21 °C in 21WL (70 µmol m^−2^ s^−1^) plus the indicated time in the stated conditions. The expression from the RNA-seq data is shown as normalized counts per million reads mapped (cpm), and as the average of two biological replicates per condition. Color dots mark the individual measurements. **f** Relative expression of the top 50 PIF7-bound genes in 30FR that are also differentially expressed in at least one condition of the RNA-seq (FDR < 0.05, *n* = 31). Log_2_FC: Log_2_ Fold Change relative to 21WL at each time point. Different letters denote statistical differences (*p* < 0.05) within time points assessed by one-way ANOVA and Tukey HSD. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements. **g** Venn diagram comparing the top 200 PIF7-bound genes in 21FR, 30WL, and 30FR. Bound genes were annotated if a peak was found 2 kb upstream to the TSS or in the gene body in both replicates of each growth condition. All top 200 genes in 30FR were also bound in 21FR (all genes) and all top 200 genes in 21FR were also bound in 30FR (all genes) except two (see Supplementary Data 4 for the top 200 genes in each condition). **h** Visualization of PIF7-MYC binding to the *IAA29* and *ATHB2* promoters. Note that differences in binding peak intensities between replicates might be due to differences in library preparation and data analysis between replicates 1 and 2 (see “Methods” section). Light and temperature conditions in **a**–**g** were the same as in Fig. 1.

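PIL1 (AT2G46970) had 19.6 ± 0.613, 40.4 ± 2.34, 39.6 ± 8.20 and 31.7 ± 3.31 cpm in 21FR at 1, 3, 6 and 24 h and 26.4 ± 0.927, 22.6 ± 3.14, 22.6 ± 3.26 and 23.0 ± 2.18 cpm in 30FR. In 21WL and 30WL, its means lay between 0.602 and 1.05 cpm. Relative to 21WL, the log2FC was 4.69, 6.02, 5.50 and 4.91 in 21FR and 5.12, 5.18, 4.70 and 4.45 in 30FR. It was lower in 30FR than in 21FR at 3 h (log2FC −0.84, standard error 0.18, adjusted p 0.00125) and at 6 h (−0.81, standard error 0.17, adjusted p 0.00264) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, short of the threshold on the fold change. IAA29 had 22.6 ± 2.41, 26.8 ± 1.75, 41.6 ± 14.2 and 18.3 ± 1.86 cpm in 21FR and 34.0 ± 2.24, 36.4 ± 8.44, 36.0 ± 17.6 and 11.3 ± 4.19 cpm in 30FR, and ATHB2 had 49.4 ± 0.244, 43.3 ± 1.71, 44.2 ± 5.34 and 25.4 ± 0.538 cpm in 21FR and 66.4 ± 13.0, 44.5 ± 4.14, 38.9 ± 9.31 and 26.5 ± 3.09 cpm in 30FR. ATHB2 means in 21WL ranged from 5.60 to 6.89 cpm. Both genes were called in 21FR and in 30FR at all 4 time points, with log2FC of 4.73, 4.88, 6.21 and 4.68 in 21FR and 5.32, 5.32, 6.01 and 3.99 in 30FR for IAA29, and of 3.14, 2.67, 2.87 and 2.01 and 3.57, 2.71, 2.68 and 2.07 for ATHB2. Neither was called between 30FR and 21FR. The smallest adjusted p of that comparison was 0.0472 in edgeR's quasi-likelihood test, for ATHB2 at 1 h (log2FC 0.42, standard error 0.16), and the 24 h value of IAA29 was −0.68 (adjusted p 0.0852).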

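The corresponding genes of the 21FR list were used, since the 30FR list was not analysed here. Of its top 50 genes, 39 passed the expression filter and 31 had an FDR under 0.05 in at least 1 condition against 21WL (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Because those 31 genes were chosen on these libraries, their values describe them and test nothing. At 1, 3, 6 and 24 h, the log2FC was above 0 for 28, 25, 25 and 22 of them in 21FR, for 20, 18, 19 and 20 in 30WL and for 25, 26, 25 and 24 in 30FR. Of the 39 genes, 7, 6, 8 and 5 were called higher in 21FR and 15, 12, 10 and 8 in 30FR. Between 30FR and 21FR at 1, 3, 6 and 24 h, the set of 39 genes had adjusted p of 0.0575, 0.346, 0.0656 and 0.495 from camera and 0.00360, 0.131, 0.0291 and 0.397 from fry, both with Benjamini-Hochberg adjustment, and of 0.288, 0.603, 0.291 and 0.696 from camera with an estimated correlation. All 3 placed the set higher in 30FR at 1, 3 and 24 h and lower at 6 h.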

We concluded that deactivation of phyB by low R/FR, dephosphorylation of PIF7, and activation of PIF7-mediated transcription are necessary for the enhanced elongation at 30FR. However, these steps cannot explain the synergistic effect observed in 30FR since we observed these low R/FR responses independent of the ambient temperature.

### Auxin-dependent hypocotyl elongation differs in response to 21FR, 30WL, and 30FR

Both low R/FR and warm temperature promote growth through the canonical phyB-PIF signaling pathway, which controls the levels of auxin^19,25,35,45–47^. Therefore, control of the auxin levels and auxin sensitivity are appealing candidates to explain the synergistic growth response at 30FR. To test this, we determined the levels of auxin (indole-3-acetic acid, IAA) and IAA metabolites under our growth conditions. We observed a slight increase in IAA levels in response to 21FR and 30FR after 3 h. In addition, we observed a substantial increase in the levels of several IAA conjugates. IAA-Glutamate (IAA-Glu) accumulated in response to 30FR and 21FR, while IAA-Aspartate (IAA-Asp) increased only in response to 30FR. 

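After 3 h, GH3.17 (AT1G28130) had a log2FC of 0.45 in 21FR (standard error 0.11, adjusted p 0.0908), 0.50 in 30FR (0.11, adjusted p 0.00242) and −0.024 in 30WL (0.11, adjusted p 0.915) relative to 21WL, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GH3.6 (AT5G54510) changed by 0.50 in 21FR (standard error 0.14, adjusted p 0.173), 0.13 in 30WL (0.14, adjusted p 0.572) and 1.21 in 30FR (0.14, adjusted p 3.45e-06) in the same edgeR test. Of these values, GH3.6 in 30FR was past both thresholds. GH3.6 was also higher in 30FR than in 21FR (log2FC 0.72, adjusted p 4.82e-04 from edgeR), while no difference was called for GH3.17 (0.05, adjusted p 0.766). The 21WL replicates of GH3.17 lay apart, and leaving out 1 of them moved its log2FC to between 0.22 and 0.69 in 21FR and between 0.28 and 0.74 in 30FR.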

The changes in IAA-Glu and IAA-Asp levels correlated well with the expression of the *GH3* genes, which regulate their accumulation (Supplementary Fig. 6a, b)^48,49^. In response to 30WL, we only observed a change in the IAA-glucose (IAA-glc) level. However, we did not detect changes in the expression levels of the enzymes that generate this conjugate: *UGT84B1* (below detection) and *UGT74D1*^50–52^ (Supplementary Fig. 6a, Supplementary Data 2). 

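No read was counted on UGT84B1 (AT2G23260) in any of the 32 libraries. A count of 0 allows up to 3 counts, or 0.106 to 0.394 CPM depending on the depth of the library, and covers counting error only. UGT74D1 (AT2G31750) had means of 77.3 to 118 cpm over the 16 groups. In 30WL, its log2FC was −0.32, −0.18, −0.25 and −0.17 at 1, 3, 6 and 24 h, with standard errors of 0.12, 0.12, 0.12 and 0.13 and adjusted p of 0.0719, 0.343, 0.204 and 0.403 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 30FR at 1 h, it fell by 0.34 on the log2 scale (standard error 0.12, adjusted p 0.0416 from edgeR), with an adjusted p of up to 0.0915 under the alternatives.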

The accumulation of IAA conjugates suggests an increase in IAA after exposure to 21FR, 30WL, or 30FR, most likely prior to the time point of sampling. Next to test the contribution of auxin and its transport to hypocotyl elongation under these conditions, we applied NPA (*N*−1-naphthylphthalamic acid, an inhibitor of auxin transport) or peo-IAA (an inhibitor of auxin perception). We found that growth in all four conditions is dependent on auxin transport and auxin perception, as previously reported for low R/FR and thermomorphogenesis (Supplementary Fig. 6c)^27,53^. These results also indicate that the accumulation of IAA and its conjugates in response to low R/FR and to high temperature is highly dynamic. We also examined the role of the *YUCCA (YUC)* auxin biosynthetic enzymes. We used a high order *yucca* mutant, *yucca2589*, which is known to suppress the response to low R/FR^30^. The *yucca2589* mutant strongly suppressed the response to 21FR but only slightly suppressed the response to 30WL. The response to 30FR was similar to 30WL (Supplementary Fig. 6d). While *YUC2,5,8* and *9* were shown to be important for thermomorphogenesis under long-day conditions^19^, our results suggest that in constant light, they are primarily involved in the low R/FR response, with only a minor role in the temperature response.

Given the minor differences observed in auxin biosynthesis among our conditions, we asked if the increased elongation under 30FR may be due to increased sensitivity to auxin. HSP90 proteins were shown to increase the sensitivity to auxin during the response to warm temperature by stabilizing the TIR1 auxin receptor^54^. In addition, in our transcriptomic analysis, we found that many HEAT SHOCK PROTEINS (HSPs) and HEAT SHOCK FACTORS (HSFs) were upregulated in 30WL and 30FR (Supplementary Fig. 7a, Supplementary Data 3). 

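In the annotation, 138 genes were named as HSPs or HSFs, of which 114 passed the expression filter. In 30WL, 38, 32, 15 and 10 of these were called higher than in 21WL at 1, 3, 6 and 24 h, and in 30FR 41, 26, 23 and 18. In 21FR, 0 were called higher at each time point, and 0, 0, 3 and 2 were higher at an unadjusted p under 0.05. The median log2FC was 0.25, 0.48, 0.16 and 0.17 in 30WL and 0.34, 0.25, 0.25 and 0.20 in 30FR. In 30WL it was 0.42 at 1 h without replicate 2 of 21WL, 0.29 at 3 h without replicate 2 of 30WL and 0.10 at 6 h without replicate 2 of 30WL. As a set, the genes lay above the others, with adjusted p of 2.39e-18, 6.45e-14, 8.83e-05 and 2.33e-04 in 30WL and 3.93e-17, 4.44e-08, 2.32e-05 and 3.34e-05 in 30FR (camera, Benjamini-Hochberg adjustment). All 8 calls held under fry, and with an estimated correlation those of 30WL at 1 and 3 h and of 30FR at 1 h did. HSFA2 (AT2G26150) had a log2FC of 4.01 in 30WL (standard error 0.63, adjusted p 1.16e-04) and 4.50 in 30FR (0.64, adjusted p 2.53e-05) after 1 h, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HSP90.1 (AT5G52640) changed by 5.36 and 5.87, and HSP90.2 (AT5G56030), whose close copies could share reads with it, by 0.78 and 1.01. The 30WL replicates at 3 h lay far apart for these genes. HSFA2 had 14.3 CPM in replicate 1 and 148 CPM in replicate 2. Without replicate 2, 25 of the 32 genes called higher in 30WL at 3 h kept a log2FC over 1, and their median was 3.08.

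**Figure D1:**
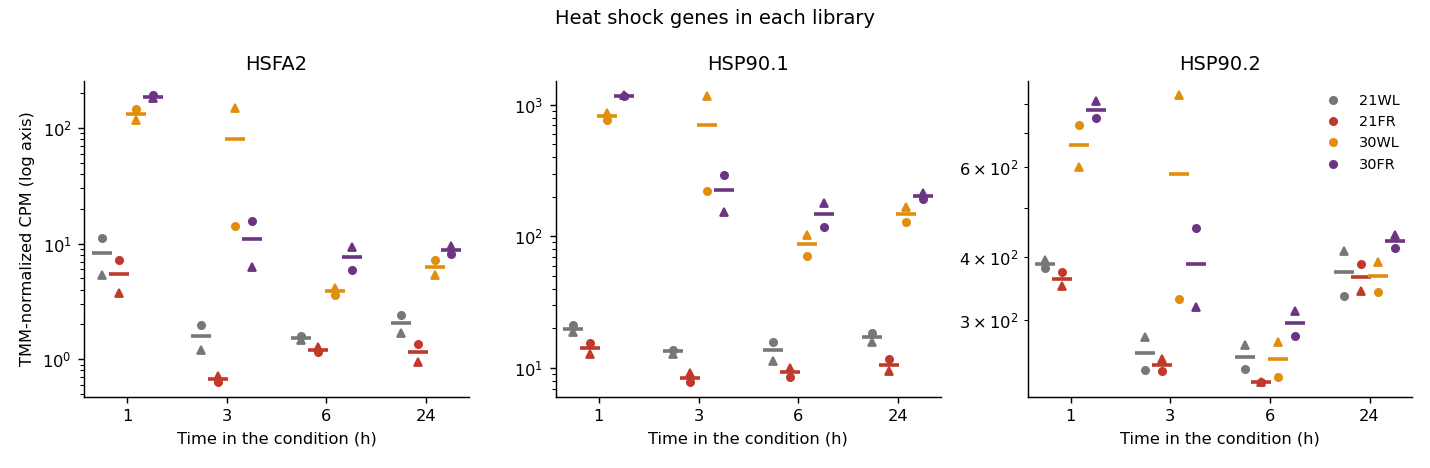
TMM-normalized CPM (log axis) of HSFA2, HSP90.1 and HSP90.2 in each library against the time in the treatment (h), with circles for replicate 1, triangles for replicate 2 and bars for the mean. In 30WL at 3 h, replicate 2 lies above replicate 1 for all 3 genes.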

We hypothesized that HSP90s and HSFs might explain the synergistic response at 30FR. To test this hypothesis, we blocked HSP90 activity using Geldanamycin (GDA) and, in agreement with published data, we observed dose-dependent inhibition of hypocotyl elongation in 30WL and 30FR (Supplementary Fig. 8a)^54^. Next, we decided to test the *SUPPRESSOR OF G2 ALLELE SKP1b* (*SGT1b/eta3*), which is crucial for HSP90 activity^55^. In contrast to our results with GDA treatment, the *eta3* mutant showed only a minor decrease in hypocotyl length at 30WL and 30FR and still responded in a synergistic manner to 30FR (Supplementary Fig. 8b). To address this discrepancy, we used the shade responsive *PIL1* promoter (*PIL1p*, Supplementary Fig. 8c) to conditionally overexpress *HSFA2*, HSP90.1, *HSP90.2*, and a dominant-negative mutant form HSP90.2(D80N), which binds but does not release its client proteins. We hypothesized that if HSFA2 and HSP90 promote growth in response to warm temperatures, shade-dependent overexpression will promote further hypocotyl growth in 21FR, while HSP90.2(D80N) will suppress growth in 30FR. However, while the expression of these proteins was induced by low R/FR, we could not detect enhancement of growth by HSFA2, HSP90.1 or HSP90.2, or inhibition of growth by HSP90.2(D80N). All lines behaved like the wild-type control under all conditions (Supplementary Fig. 8d, e). Therefore, we cannot confirm or reject the hypothesis that HSP90s are responsible for the synergistic response to low R/FR and warm temperature.

If simultaneous low R/FR and warm temperature specifically modify auxin sensitivity, an increase in the expression of auxin response genes could be expected. To test whether the auxin response differs between 21FR, 30WL, and 30FR, we compared the expression of *IAA29, YUC8*, *YUC9*, *SMALL AUXIN UP RNA 19 (SAUR19)*, and *SAUR22*, all of which are upregulated in response to auxin, low R/FR, or warm temperature^25–27,30,32,35,39,56,57^. In 21FR and 30FR, RT-qPCR showed that the expression levels of *IAA29, SAUR19*, *SAUR22*, *YUC8*, and *YUC9* were massively increased (6–70-fold over 21WL), while in response to 30WL, their expression was only slightly increased (1.5–3-fold over 21WL) (Figs. 4d, 5a). We observed similar patterns in the whole transcriptome data (see cluster 3 in Supplementary Fig. 7a and Supplementary Data 3), as well as a narrower comparison of *SAUR* genes (Fig. 5b). In addition, examination of *SAUR19p:GUS* and *DR5:GUS* reporters lines showed that these changes occur in cotyledons and in hypocotyls (Fig. 5c and Supplementary Fig. 6e). 

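The 18 SAUR genes of Fig. 5b and the 65 genes of cluster 3 were chosen by the study on these libraries, so that their changes are not independent evidence. Of the 18 SAUR genes, 13, 5, 10 and 5 were called higher in 21FR than in 21WL at 1, 3, 6 and 24 h, 17, 15, 9 and 7 in 30FR and 3 in 30WL at 24 h. The median log2FC of the 18 genes was 2.22, 1.32, 1.94 and 1.01 in 21FR, 0.18, 0.57, 0.18 and 0.70 in 30WL and 2.35, 2.06, 1.34 and 0.71 in 30FR. Over all 54 SAUR genes that passed the expression filter, the median was 0.48, 0.37, 0.47 and 0.27 in 21FR. It was 0.054, 0.072, 0.015 and 0.31 in 30WL and 0.48, 0.53, 0.43 and 0.28 in 30FR. At 1, 3, 6 and 24 h, 2, 3, 2 and 3 of the 18 genes had at most 3 counts in every 21WL library, so that a rise from 21WL is a lower bound, and 3, 0, 2 and 1 had at most 3 in every 30WL library, so that their log2FC in 30WL is an upper bound. At 1 h, 2 genes were so low in both, have no bound and were left out of the median that follows for 30WL. With the others at their bound, a reading added after seeing the data, the median was 2.22, 1.13, 1.94 and 1.01 in 21FR and 0.18, 0.34, 0.29 and 0.60 in 30WL, and that of 30FR did not move. At 6 and 24 h, the 30WL median mixes both kinds of bound and so is no bound itself. Single libraries moved the 30WL medians, to 0.035 at 1 h without replicate 2 of 30WL, to 0.028 at 3 h without its replicate 1 and to −0.15 at 6 h without its replicate 2. The 1 h median rose to 0.48 without replicate 2 of 21WL. At 24 h, without replicate 2 of 21WL, the medians were 1.65 in 21FR, 1.14 in 30WL and 1.18 in 30FR, and without replicate 1 they were 0.88, 0.39 and 0.38. The adjusted p of the set was 5.95e-90, 4.39e-29, 2.85e-53 and 6.28e-23 in 21FR, 0.588, 0.184, 0.923 and 0.00173 in 30WL and 2.17e-13, 1.54e-14, 1.88e-10 and 6.82e-06 in 30FR (camera, Benjamini-Hochberg adjustment). With an estimated correlation, all 4 calls of 21FR held, and those of 30FR at 1, 3 and 6 h. Of the 65 genes of cluster 3, 32, 27, 48 and 17 were called higher in 21FR, 2, 7, 1 and 10 in 30WL and 57, 59, 46 and 28 in 30FR. Their median log2FC was 1.47, 1.45, 1.77 and 1.03 in 21FR, 0.27, 0.57, 0.24 and 0.51 in 30WL and 2.07, 2.15, 1.74 and 1.14 in 30FR. With the genes of the lowest counts at their bound (also added then), it was 1.55, 1.38, 1.77 and 0.93 in 21FR, 0.35, 0.43, 0.28 and 0.46 in 30WL and 2.07, 2.10, 1.72 and 0.99 in 30FR. Genes so low in both conditions have no bound and were left out of these medians. They numbered 2, 1, 1 and 1 for 21FR, 4, 1, 1 and 2 for 30WL and 2, 1, 0 and 0 for 30FR. Without 1 library, the 30WL median of cluster 3 lay between 0.082 and 0.44 at 1 h (30WL replicates 2 and 1), fell to 0.14 at 6 h without replicate 1 of 30WL and rose to 0.81 at 24 h without replicate 2 of 21WL.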

In agreement with the finding that *PIF7* has a dominant role in response to 21FR and 30FR, we found that the expression of *YUC8* in these conditions was well correlated with *PIF7* activity (Fig. 5d). *SAUR22* expression, on the other hand, was dependent on *PIF4*, *5*, and *7*, but its expression levels did not tightly correlate with hypocotyl elongation: We observed no difference in expression between the *pif7* mutant and wild-type controls in 21FR or 30FR conditions, although *pif7* hypocotyls in these conditions are significantly shorter than wild-type hypocotyls (Figs. 2a, 5d). Overall, these results suggest that the magnitude of the auxin response differs between 21WL and 30WL but cannot explain the increased growth in 30FR compared to 21FR.

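In the direct comparison of 30FR with 21FR, the median log2FC of the 18 SAUR genes was 0.13, 0.77, −0.31 and −0.16 at 1, 3, 6 and 24 h. At 3 h, 5 of them were called higher in 30FR and 1 lower, and at 6 and at 24 h 1 was called lower. The 3 h difference of the set had an adjusted p of 0.00793 from camera and 0.0192 from fry, and with an estimated correlation it was 0.394. At 1, 6 and 24 h, the adjusted p from camera was 0.972, 0.105 and 0.715. The other medians depend on single libraries. At 1 h, the value was 0.35 without replicate 1 of 21FR and −0.11 without replicate 2. At 6 h, it was −0.65 without replicate 1 of 30FR and 0.032 without replicate 2. At 24 h, it was −0.016 without replicate 2 of 30FR. For the 65 genes of cluster 3, the median log2FC of 30FR over 21FR was 0.48, 0.64, −0.21 and 0.23, with 9, 12, 1 and 3 genes called higher and 0, 1, 3 and 1 lower. At 6 h, it was −0.49 without replicate 1 of 30FR and 0.0077 without replicate 2, and at 24 h it was 0.07 without replicate 1. From the expression of auxin response genes, the paper proposes that the auxin response cannot account for the greater elongation in 30FR than in 21FR.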

**Fig. 5:**
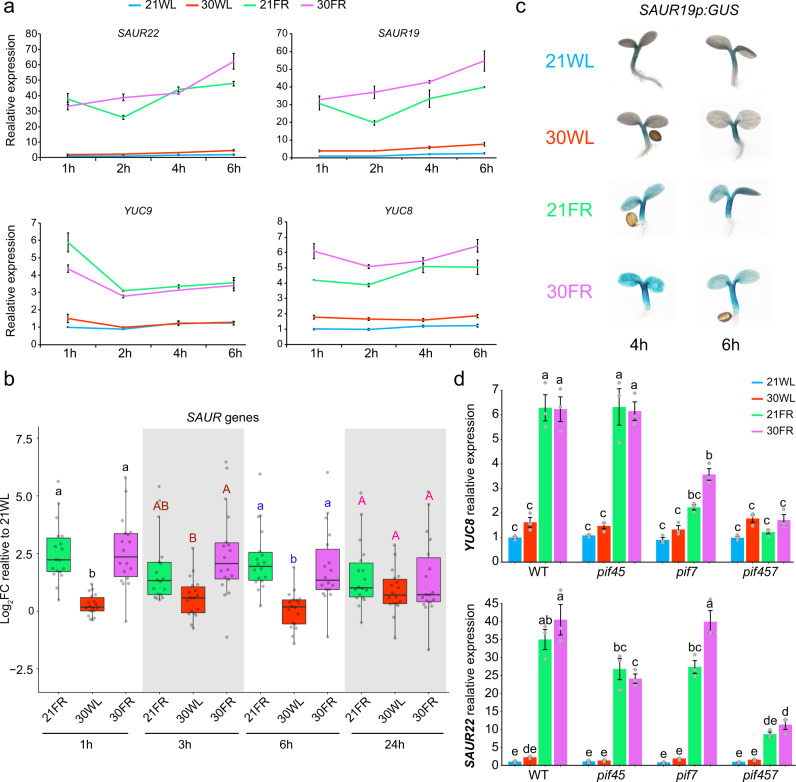
Auxin response is higher in shaded conditions than in warm temperature and is predominantly regulated by PIF7 in shade at 21 or 30 °C. **a** Expression of *SAUR22*, *SAUR19*, *YUC9*, and *YUC8* in 3-d-old seedlings grown in constant white light (70 µmol m^−2^ s^−1^) at 21 °C plus the indicated time in the stated conditions. Relative expression assayed using RT-qPCR relative to the reference gene *IPP2*. The average values of three biological replicates per condition +/− SE shown. **b** Relative expression of all *SAUR* genes that show differential expression in at least one condition assayed by RNA-seq (Log_2_FC < −1 or >1, FDR < 0.05). Expression in 3-day-old seedlings (grown in constant simulated white light- 70 µmol m^−2^ s^−1^ at 21 °C) plus the indicated time in each of the conditions, shown as Log_2_FC relative to 21WL. Different letters denote statistical differences (*p* < 0.05) between conditions, within each time point as determined by one-way ANOVA and Tukey HSD test. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements *n* = 18 genes. **c** Images of GUS-stained whole Arabidopsis seedlings carrying a *SAUR19p:GUS* reporter. Plants were grown in constant simulated white light (70 µmol m^−2^ s^−1^) at 21 °C plus 6 h or 8 h in the conditions indicated on the left. **d** Expression of *YUC8* and *SAUR22* in 3-d-old wild-type, *pif45*, *pif7*, and *pif457* seedlings grown in constant simulated white light (70 µmol m^−2^ s^−1^) at 21 °C plus 4 h in the stated condition. Gene expression was assayed using RT-qPCR relative to the reference gene *IPP2* and normalized to the expression in wild type at 21WL. The average values of three biological replicates per condition +/− SE are shown. Different letters denote statistical differences (*p* < 0.05) among samples as assessed by one-way ANOVA and Tukey HSD test.

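The annotation names 80 SAUR genes, of which 54 passed the expression filter. In at least 1 condition and time point, 21 of them were called against 21WL (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), including all 18 of Fig. 5b. Without the expression filter, 27 were called, and with the FDR alone 33 of the 54 genes.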

Our data set revealed few genes that were differentially expressed only in the 30FR condition during the first 6 h. 

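A gene was counted as differing only in 30FR where it was called against 21WL, 21FR and 30WL at the same time point (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rule does not ask that 21FR and 30WL be unchanged relative to 21WL. There were 11 such genes at 1 h, 42 at 3 h and 6 at 6 h, and 53 genes in the union of these time points. Expression in 30FR was higher than in all 3 other conditions for 10 and 24 genes at 1 and 3 h, and lower for 1, 10 and 4 genes at 1, 3 and 6 h. The remaining 8 genes at 3 h and 2 at 6 h lay between the other conditions. With an unadjusted p under 0.05 in place of the FDR, 63, 87 and 49 genes were counted. The counts at 1, 3 and 6 h were 16, 56 and 12 with edgeR's likelihood ratio test, 8, 23 and 1 with each time point fitted alone and 66, 168 and 24 with the FDR alone.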

Upon closer analysis, we found that not a single gene was differently expressed across all time points (Supplementary Fig. 7b, c, e and Supplementary Data 3). This suggests that there are no unique gene sets differentially expressed in response to 30FR. 

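No gene was called only in 30FR at all of 1, 3 and 6 h, and 2 genes were with an unadjusted p under 0.05 in place of the FDR. With the FDR alone, without a threshold on the fold change, there were 2 such genes. At 2 or more of these time points, 6 genes were called only in 30FR. The smallest FDR among these belonged to EXP8, AT3G55240 and AT3G59270. AT3G55240 had a log2FC of 3.52 and 2.41 in 30FR relative to 21WL at 1 and 3 h (standard errors 0.30 and 0.27), 1.95 and 1.03 relative to 21FR and 2.66 and 1.65 relative to 30WL. AT3G59270 had log2FC of −2.78 and −2.28 relative to 21WL at 3 and 6 h (standard errors 0.34 and 0.30), −2.45 and −1.40 relative to 21FR and −1.89 and −2.76 relative to 30WL. The largest adjusted p of the 6 comparisons was 0.00301 for AT3G55240 and 0.00490 for AT3G59270 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 21FR, AT3G55240 was also called relative to 21WL, with log2FC of 1.58 and 1.38 at 1 and 3 h (adjusted p 0.0241 and 0.0207 from the same edgeR test). The difference in the response to low R/FR between the temperatures, tested below, was called for neither gene at these times. With each time point fitted alone, 4 genes were called only in 30FR at both 1 and 3 h and 0 at both 3 and 6 h. AT3G59270 was thus no longer called at both.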

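Whether low R/FR acts differently at 30 and 21 °C was also tested directly, as the difference between the log2FC of 30FR over 30WL and that of 21FR over 21WL. At 1, 3, 6 and 24 h, 0, 0, 0 and 2 genes were called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With an unadjusted p under 0.05, there were 664, 1280, 753 and 1316 genes, where chance gives 1007 of the 20145 genes. With DESeq2, the alternative that moved these counts most, 1, 4, 0 and 14 genes were called. The 2 genes at 24 h were AT4G27300 (difference −1.48, standard error 0.20, adjusted p 0.00617) and EFE (AT1G05010, −1.11, standard error 0.17, adjusted p 0.0131) in edgeR's test. With each time point fitted alone, neither was called. The median standard error of this difference was 0.217 on the log2 scale at 1 h, which sets the size of the difference that 2 replicates could show. From the absence of genes that differ only in 30FR throughout the first 6 h, the paper proposes that no separate set of genes responds to 30FR.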

In agreement with this, most of these genes were not bound by PIF7 (Supplementary Fig. 7d). However, the dynamics of expression of a relatively small number of genes that are differently regulated in 30FR, such as *EXP8* and *IAA19*, did vary between conditions (Supplementary Fig. 7f).

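Of the 53 genes called only in 30FR at 1, 3 or 6 h, 4 are among the top 200 PIF7-bound genes in 21FR and 4 among the top 200 in 30WL, 5 in all. Genes bound outside these lists, and the binding in 30FR, were not analysed here.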

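EXP8 (AT2G40610) had a log2FC relative to 21WL of 2.09, 2.25, 1.53 and 1.55 in 30FR, 0.85, 0.71, 0.86 and 1.16 in 21FR and 0.39, 0.72, 0.29 and 1.66 in 30WL at 1, 3, 6 and 24 h. It was higher in 30FR than in 21FR by 1.23 at 1 h (standard error 0.22, adjusted p 3.17e-04) and by 1.54 at 3 h (0.22, adjusted p 2.78e-05) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 6 and 24 h, the difference was 0.66 (adjusted p 0.0291) and 0.39 (adjusted p 0.213) in the same edgeR test, under the threshold on the fold change. The log2FC of IAA19 (AT3G15540) was 2.14, 1.85, 0.62 and 0.67 in 30FR, 1.59, 0.72, 1.40 and 0.41 in 21FR and 0.36, −0.04, −0.43 and 0.19 in 30WL. It was higher in 30FR than in 21FR at 3 h (log2FC 1.13, standard error 0.26, adjusted p 0.00255 from edgeR) and lower at 6 h (−0.78, 0.25, adjusted p 0.0325), where the size stayed under the threshold. The calls of IAA19 in 21FR relative to 21WL at 1 and 6 h were lost with each time point fitted alone, with adjusted p of 0.0635 and 0.253 from edgeR.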

### Warm temperature enhances auxin-mediated hypocotyl growth

The minor changes observed in auxin response gene expression, auxin synthesis, and auxin signaling between 30FR and 21FR led us to hypothesize that increased temperature might increase the efficiency of auxin in promoting growth. To test this, we treated seedlings with the auxin analog picloram and measured hypocotyls after 3 days on the drug (treatment starting day 2: Fig. 6a, b, or day 3: Supplementary Fig. 9a). Without picloram, hypocotyls at 30WL were nearly identical to those at 21FR. However, we observed that elongation growth in response to increasing picloram concentration was stronger at 30WL than at 21WL or 21FR. Even at the lowest concentrations, picloram caused an increase in hypocotyl length in 30WL and mimicked those of untreated seedlings at 30FR. We did not observe a response of this magnitude at 21WL or 21FR. These treatments suggest that high temperatures enhances auxin-mediated hypocotyl growth (Fig. 6a, b).

**Fig. 6:**
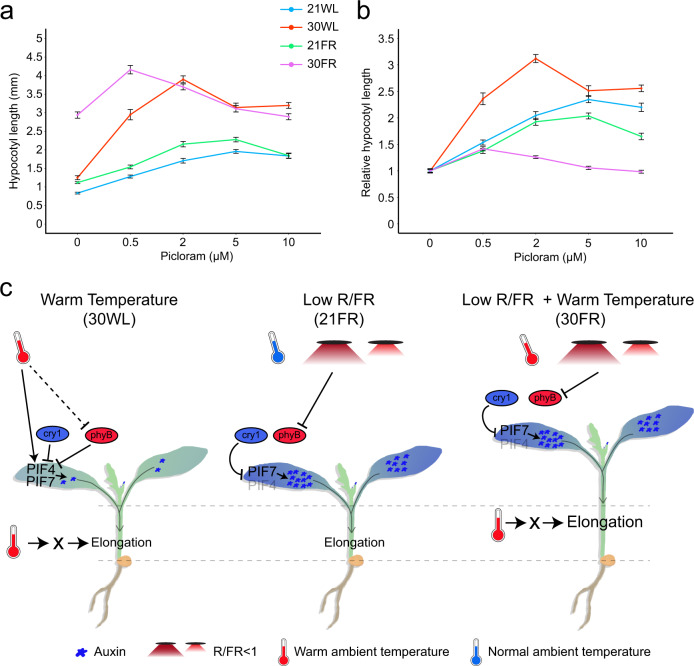
Warm temperature enhances the response to auxin. **a** Dose–response curves for hypocotyl length of 5-day-old wild-type Arabidopsis seedlings treated with the synthetic auxin picloram. Seedlings were grown in constant simulated white light (70 µmol m^−2^ s^−1^) at 21 °C (21WL) for 2 days, then moved to plates with the indicated picloram concentration or DMSO control (0) and the indicated growth condition for an additional 3 days. Data represent mean +/− SE; *n* = 16 seedlings or more per sample (for the exact number in each sample, see Source data). **b** Hypocotyl length in response to picloram shown in (**a**), normalized to the hypocotyl length of mock treatments in each growth condition. Data represent mean +/− SE; *n* = 16 seedlings or more per sample (for the exact number in each sample, see Source data). **c** A model of hypocotyl elongation in response to low R/FR, warm temperature, and both signals simultaneously. During warm temperatures and high R/FR (30WL), the abundance of PIF4 and to some extent PIF7 increases, while both PIFs are still repressed by cry1 and phyB. This leads to a slight increase in auxin levels which initiate the growth response but depends on additional unknown factors (X). During the response to low R/FR (21FR), the repression of phyB over PIF7 is removed and auxin is induced, which is the main driving force that promotes hypocotyl elongation. In this condition, PIF4 plays a minor role (represented by faint font). When plants sense low R/FR and warm temperature simultaneously (30FR), auxin production increases as in the low R/FR, while the warm temperature activates factor X, boosting the effect of auxin in the hypocotyl resulting in extensive growth. The dashed line represents the increased dark reversion rate of phyB in cycling conditions.

Together, our results indicate that the role of auxin in thermomorphogenesis is different from its role in low R/FR. While 21FR caused a dramatic increase in auxin response, 30WL led only to a moderate increase. However, both signals led to similar hypocotyl elongation phenotypes. Therefore, our data indicate that while auxin is necessary to initiate thermomorphogenesis, growth at 30WL depends on additional unknown factors that increase the efficiency of auxin in promoting elongation. Hence, in seedlings that sensed low R/FR and elevated temperature simultaneously, low R/FR might induce auxin production while warm temperature might induce the expression or the activity of other factors that likely work downstream to auxin and increasing the effects of auxin on hypocotyl growth (Fig. 6c). The interaction between the high level of auxin response and increase in auxin efficiency in regulating growth, results in the observed hyper-elongated phenotype in 30FR.

## Discussion

Plants continuously monitor the surrounding environment and tune their growth and developmental programs accordingly. In response to a non-optimal condition, such as an increase in the ambient temperature or change in the light quality, a sign for nearby vegetation, plants will promote stem elongation and flower early^3,5,56,58^. While these environmental conditions are usually studied separately, plants often sense them simultaneously, for instance, during the warm season^10^. We examined responses to low R/FR and warm ambient temperature separately and simultaneously, finding that these signals caused a dramatic synergistic effect on hypocotyl elongation. We identified PIF7 as the dominant transcription factor which regulates this synergistic growth. We showed that the auxin induction during neighbor detection is significantly higher than during the response to warm ambient temperature (Fig. 5), suggesting that auxin alone is not sufficient to explain the full response to warm temperature. We propose that another factor must be active during thermomorphogenesis, which boosts the efficiency of auxin in promoting hypocotyl elongation. Our results suggest that this factor works in parallel or downstream to the photoreceptors-PIF-auxin module and is likely to explain the synergistic interaction between warm temperature and low R/FR responses, and to some extent with LBL light.

We show that *PIF7* plays a dominant role in the synergistic interaction between low R/FR and warm temperature, similar to its function in low R/FR (Fig. 2a). *PIF4*, and to some extent *PIF5*, were shown to be the major *PIF* family members controlling hypocotyl elongation during thermomorphogenesis^5,59^. Surprisingly, when the warm ambient temperature was sensed together with low R/FR, the roles of *PIF4* and *PIF5* were minor (Fig. 2a).

In two recent papers, *PIF7* was shown to regulate the warm temperature response along with *PIF4*^19,20^. Those groups demonstrated that PIF7 accumulates at the protein level during this response. However, we found that the abundance and the activity of PIF7 did not change at 30WL or 30FR compared to 21WL or 21FR, respectively (Fig. 4a, b, Supplementary Fig. 5). As the published work was carried out in LD conditions, we suggest that the accumulation of PIF7 protein is dependent on cycling conditions. We observed the synergistic growth phenotype under both constant light and LD conditions. Therefore, we suggest that even if PIF7 protein accumulation differs under these conditions, it is likely not a determining factor in promoting growth under warm shade (30FR) condition.

As our data shows and as described previously, PIF7 activity to promote growth in elevated temperatures seem to be dependent on PIF4. To explain the phenotypes of both *pif4* and *pif7* during thermomorphogenesis, the authors suggested that the interaction between PIF4 and PIF7 proteins may be crucial^19^. Our finding that *pif45* has a minor effect on hypocotyl elongation and that *PIF7:PIF7-4xMYC* rescues the *pif457* growth defect at 21FR or 30FR but not at 30WL suggests that PIF7 activity depends on PIF4 only in response to warm temperature alone but not in response to low R/FR (at 21 °C or 30 °C) (Fig. 2b).

One possible explanation for this specificity could be that in low R/FR, the majority of PIF7 protein is released from the regulation by phyB, while PIF4 and PIF5 are still tightly regulated by cry1^25,38,39,60^. This could also explain the mild phenotypes of *pif45* in low R/FR conditions (Fig. 2a, Supplementary Fig. 3b). However, at warm temperatures, there are still pools of active phyB and cry1, and as such, only a few molecules of PIF7 and PIF4 might escape from photoreceptor-mediated repression. As a result, any small change in the levels of PIF7 or PIF4 will have a dramatic effect on this response. As the PIF4 transcript level accumulates in response to a warm temperature (Supplementary Fig. 4a), changing PIF4/PIF7 ratio may modify the relative binding of phyB to the PIFs due to different affinities, for example, if PIF7 interaction with phyB sequesters phyB from PIF4, leaving more PIF4 protein to bind DNA. The relatively small changes in the expression of auxin response genes, such as *YUC8* and *SAURs*, during thermomorphogenesis support this hypothesis. Our finding that in 30WL, PIF7 binds to target promoters but does not activate gene expression suggests that PIF7 requires other factors to promote transcription. It is possible that PIF4-PIF7 heterodimerization is important in this scenario.

We demonstrated a general interaction between warm temperature and light quality. Warm temperature synergistically interacts with LBL, consistent with previous studies finding that high blue light suppresses the elongation response to warm temperature, mainly through cry1^39^. Interestingly, this interaction is regulated not only by PIF4, a known interacting partner of cry1, but also by PIF7, which as we show also acts downstream to cry1 (Fig. 3b, Supplementary Fig. 4b). The synergistic interactions between warm temperature and low R/FR or LBL are further evidence that warm temperature modulates hypocotyl growth downstream of the photoreceptor-PIF-auxin module. In line with this hypothesis, a previous study showed that LBL and low R/FR, which increase PIF activity, interact in an additive manner but not synergistically^61^.

We propose that the specific activities of PIFs are determined by their availability, expression level, and interaction with the photoreceptors, in the case of warm temperature, also by their interaction with the other PIFs. This hypothesis will need to be addressed in future work.

Both the low R/FR and warm temperature responses have been suggested to promote elongation through the PIF-auxin module^19,25,35,45–47,62^. Here we show that in some cases, these responses are fundamentally different. Both responses lead to the activation of PIFs, which in turn promote hypocotyl elongation through auxin. Warm temperature, only weakly induced expression of auxin biosynthetic and auxin response genes. A much stronger increase occurs in response to low R/FR. Even though the levels of the auxin response were significantly different between low R/FR and warm temperature, these signals promote hypocotyl elongation to a similar extent. This suggests that during the response to warm temperature, additional factors that are regulated by temperature and act downstream of the PIF-auxin module are involved. While during the response to 30FR, most of the growth regulated genes and auxin response genes were expressed as in 21FR, a few individual genes were expressed higher or upregulated earlier than in 21FR (Fig. 5, Supplementary Fig. 7). Therefore, we cannot exclude the possibility that a collection of small differences in gene expression and their expression dynamics contribute to the synergistic growth response. However, when taking into account the direct comparison between 21FR and 30WL, we consider this unlikely. The expression of auxin response genes at 21FR was significantly higher than in 30WL, but hypocotyl elongation was similar in both conditions. Therefore, we suggest that the synergistic response at warm low R/FR is the product of the low R/FR-induced activity of PIF7, which promotes a rapid increase in auxin response, combined with unknown warm temperature-induced factors which increase the effects of auxin on cell elongation (Fig. 6c). 

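Compared directly with 30WL, 21FR had a log2FC above 0 for 18, 18, 18 and 14 of the 18 SAUR genes at 1, 3, 6 and 24 h, and 15, 7, 14 and 3 of them were called higher. The median was 2.04, 0.95, 1.96 and 0.62, or 2.04, 0.95, 1.89 and 0.50 with the genes that had at most 3 counts in every 30WL library at their bound, a reading added after seeing the data. At 24 h, it was 0.41 without replicate 2 of 30WL. The adjusted p of the set was 2.04e-14, 1.52e-04, 1.04e-16 and 0.0131 (camera, Benjamini-Hochberg adjustment). Under fry, the calls at 1, 3 and 6 h held, and with an estimated correlation those at 1 and 6 h. For all 54 SAUR genes that passed the filter, the adjusted p from camera was 3.22e-06, 0.0606, 5.49e-08 and 0.753. Their median log2FC was 0.58, 0.36, 0.52 and −0.023, with 24 genes above 0 at 24 h. Of the 65 genes of cluster 3, 55, 60, 63 and 46 lay above 0, and 34, 25, 44 and 12 were called higher in 21FR than in 30WL and 0, 0, 0 and 1 lower. The paper does not exclude that many small differences in expression contribute to the synergistic growth response. It considers this unlikely, since auxin response genes were higher in 21FR than in 30WL while elongation was similar.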

In support of this model, when seedlings were shifted from 21FR to 30WL or vice versa, they did not elongate as in 30FR, which correlated well with the rapid phosphorylation and dephosphorylation of PIF7. While this does not reveal the missing factors, it suggests that the activity of these factors is controlled rapidly and reversibly, similar to PIF7’s phospho-status.

Our results indicate a temperature-sensitive factor or mechanism that works downstream of PIFs and auxin. The current model of auxin-mediated growth suggests that auxin promotes the expression of the SAUR proteins, which then inhibit the activity of type-2C protein phosphatases (PP2C.D). The inhibition of PP2C.D causes an increase in the activity of plasma membrane H^+^-ATPases^63–65^. As a result, the concentration of protons in the apoplast increases, and the apoplast pH is reduced, leading to loosening of the cell wall and increased water uptake into the cells^66,67^. Induction of *SAUR* gene expression, regulation of phosphatase activity, and decrease of apoplastic pH are appealing candidates to fill the role of the missing factor. However, given the observation that PP2C accumulates in warm temperature and that overexpression of a stable form of SAUR19 (GFP-SAUR19) is not hypersensitive to low R/FR or warm temperature, suggest that these components are probably not the missing temperature-sensitive factor (Supplementary Fig. 9b)^35,68^. H^+^-ATPases may be strong candidates for future work in this direction.

HSP90 proteins were shown to increase the sensitivity to auxin during the response to warm temperature; therefore, they could be the temperature-sensitive factor^54^. However, the mild phenotype of *eta3* mutant and the lack of phenotype of HSP90 or HSFA2 overexpression lines suggest that this is not the primary mechanism of increasing auxin sensitivity, at least in our growth condition. The mild activation of auxin response genes at 30WL in comparison to 21FR supports this conclusion.

Another possibility is that the cell membrane fluidity or the cell wall rigidity and permeability may be regulated directly by temperature, potentially leading to exaggerated elongation at 30FR. Since our results show that the synergistic response can be reversed relatively fast (Supplementary Fig. 2b), the changes in the cell wall need to follow this pattern. Introducing new material into the cell wall is a relatively slow process. Therefore, it is more likely that the warm temperature induces growth by modifying the physical interactions between the existing cell wall components instead of by the formation of new cell wall material. For example, the increasing temperature might change pH, ROS, or intermolecular interactions, resulting in modified crosslinking between cellulose and hemicellulose.

The scientific community has had several breakthroughs in the last decade in our understanding the growth related temperature responses, but these breakthroughs were primarily focused on the regulation of the phyB-PIF-auxin module. Here, we present evidence for another layer or regulation downstream of the PIF-auxin module that may be just as important for processing multiplexed environmental signals. In addition, we demonstrated that the interaction of low R/FR with warm ambient temperature is conserved in various plant species. In the context of the predicted increase in the average temperature, these studies begin to address mechanisms of potential yield loss due to the amplification of the low R/FR effect on yield by warm temperature. Therefore, a better understanding of this interaction and identifying the key factors that regulate it will aid the effort to breed better-performing crops for planting in high density. In this context, our finding that in *Arabidopsis thaliana* PIF7 is necessary and sufficient to mediate this response will facilitate our effort to achieve this goal.

## Methods

### Genetic material

All Arabidopsis (*Arabidopsis thaliana*) plants used were in the Col-0 background. The *pif4-2, pif4-2 pif5-3 (pif45)*^69^, *pif7-1*^41^, *pif4-2 pif5-3 pif7-1 (pif457)*^23^, *phyB-9*^13^, *phyB-9 pif4-101*^69^, *phyB-9 pif7-1*^41^, *phyB-9 pif4-101 pif5-2 (phyBpif45)*, *phyB-9 pif4-101 pif5-2 pif7-1 (phyB pif457)*^23^, *cry1-17*^70^, *cry1-304*^71^, *cry1-304 pif4-101 pif5-3 (cry1pif45)*, *cry1-304 pif4-101 pif5-3 pif7-1 (cry1pif457)*, *phyB-9 cry1-304*^19^, *yuc2yuc5yuc8yuc9*^30^, *eta3*^72^, *PIF7:PIF7-4xMYC*^23^, *SAUR19p:GFP-GUS*^29^, *35S:GFP-SAUR19*^57^, *35S:phyB-GFP*, *35S:phyB*^*Ser86Asp*^*-YFP*, or *35S:phyB*^*Ser86Ala*^*-YFP*^43^ and DR5:GUS^73^ were described previously. *cry1-17 pif7-1 was* generated by crossing and confirmed by genotyping *pif7-1* and sequencing *cry1-17* (primers listed in Supplementary Table 1).

### DNA constructs and plant transformation

The multisite Gateway system (Invitrogen) was used. To generate the *PIL1* promoter (*PIL1p*) a 1654-bp fragment upstream of the *PIL1* start codon was amplified by PCR from Col-0 genomic DNA and cloned into pDONR221 P4-P1r. To generate the *HSP90.1 (AT5G52640)*, *HSP90.2 (AT5G56030),* and *HSFA2 (AT2G26150)* constructs, full-length coding sequence (without a stop codon) was PCR-amplified from Col-0 cDNA (*HSP90.1* and *HSP90.2*) or genomic DNA (*HSFA2*) and recombined into pDONR221 P1-P2. To generate the *HSP90.2(D80N*) in pDONR221 P1-P2 plasmid, a point-mutation (G → A) was introduced in *HSP90.2* by PCR, and the template was digested with DpnI prior to transforming *E. coli*. All genes were inserted downstream of *PIL1p* in pDONR221 P4-P1r and upstream to 4XMYC tag in pDONR221 P2r-P3 by Gateway recombination into the destination vector pH7m34GW. *PIL1p:GUS-mCitrine* was generated by recombining *PIL1p* (in pDONR221 P4-P1r) with *GUS* (in pDONR221 P1-P2) and *mCitrine* (in pDONR221 P2r-P3)^29^ into the destination vector pH7m34GW. Plants were transformed with Agrobacterium tumefaciens GV3101 using the floral dip method^74^, and segregation analysis of antibiotic resistance was used to isolate single-insertion homozygous lines.

### Growth conditions and hypocotyl measurements

*Arabidopsis thaliana* and *Nicotiana benthamiana* were sterilized, stratified in the dark at 4 °C, and grown vertically on 0.5X Linsmaier and Skoog media (LS; Caisson Laboratories) with 0.8% (w/v) micropropagation type I agar (Caisson Laboratories) in LED chambers at 21 °C constant simulated white light (21WL, 70 µmol m^−2^ s^−1^, R/FR = 17.8) for 3 days and then either kept at 21WL or transferred to 30 °C (30WL, 70 µmol m^−2^ s^−1^, R/FR = 17.8) or 21 °C supplemented with far-red light (21FR, 70 µmol m^−2^ s^−1^, R/FR = 0.6) or 30 °C supplemented with far-red light (30FR, 70 µmol m^−2^ s^−1^, R/FR = 0.6), for an additional 3 days (Fig. 1a), unless described otherwise in the figure legend. For long day (16 h day/8 h night) experiments, the light source was cool-white fluorescent bulbs. Base settings for Low Blue experiments were the same, with blue light reduced using filter #101 (Lee Filters, CA). For more details on light spectra, see Supplementary Data 1.

Measurements of the hypocotyl length were done on seedlings grown vertically and scanned at the indicated times. Measurements were done using ImageJ^75^.

Tomato (*Solanum lycopersicum* cv M82, sp) was germinated on soil in a CONVIRON growth chamber under long-day conditions and LED white light (100 µmol m^−2^ s^−1^, Supplementary Data 1). Seedlings were grown in 21WL for 9 days and then moved to 21FR or 30WL or 30FR for an additional 12 days. The hypocotyls and epicotyls were measured with a ruler.

### Immunoblot analysis

Western blots were performed on protein extracts from 14 seedlings. The tissue was homogenized and boiled in 2X loading buffer with 1.8% β-mercaptoethanol (NuPAGE^TM^ LDS sample buffer – ThermoFisher NP008) for 5 min. Extracts were run on Bis-tris 4–12% acrylamide gradient gel (Invitrogen, Carlsbad, CA, USA) and transferred to 0.45 µm nitrocellulose membrane by wet transfer. Primary antibodies used were anti-Myc, 9B11 (1:2000, catalog no. 2276, Cell Signaling Technology), anti-phyB^76^ (1:2000), anti-Actin (1:50,000 catalog no. 2276, Sigma), and goat anti-mouse IgG (H + L)-HRP conjugate (1:5000, catalog no. 1706516, Bio-Rad). Actin was visualized by reprobing the membrane. The Sapphire Biomolecular Imager and AzureSpot Pro (Azure Biosystems) were used to quantify phyB protein levels.

### Imaging and epidermal cells length analysis

GUS (β-Glucuronidase) staining was performed as described previously^77^. Plant tissue was vacuum infiltrated in staining solution (25 mM phosphate buffer, pH 7, 0.25% Triton X-100, 2 mM potassium ferricyanide, 2 mM potassium ferrocyanide, 0.25 mM EDTA, 1 mg/ml 5 bromo-4 chloro 3 indolyl β-D-glucuronide X-Gluc), and incubated overnight at 37 °C. Tissue was then cleared in 95% ethanol and gradually brought to 50% ethanol with sequential washes and then to 50% glycerol.

For epidermal cell length measurements, seedlings were incubated in 50 μg/mL propidium iodide (PI) with 0.4% Triton X-100 for 10–20 min and then washed. Fluorescence images of the hypocotyl apex, middle and base segments were taken with a Zeiss LSM 710 confocal microscope, and the images were processed using ImageJ^75^.

Scanning electron micrographs (SEM) images of the hypocotyl were taken by low vacuum scanning electron microscopy observations (LV-SEM) using a Zeiss Sigma VP-SEM. Live plants were transferred to an aluminum holder with a slab of agarose gel as substrate and immediately inserted into the microscope. After 3 min, the chamber pressure reached 5 Pa, and secondary electron images were generated using the VPSE detector at 15 kV using a 20 mm working distance. A representative image out of the five seedlings that were imaged per condition is shown.

### Hormone and chemical treatments

Seedlings were grown vertically on 0.5X LS plates on nylon mesh (100 mm, 44% open area, 40-inch-width ELKO filtering) in 21 °C constant simulated white light (21WL, 70 µmol m^−2^ s^−1^, R/FR = 17.8) for 3 days. After 3 days, the seedlings on the nylon mesh were transferred to plates containing picloram (P5575, Sigma), N-1-naphthylphthalamic acid (NPA, N6250, PhytoTechLABS), peo-IAA (HY-112730, MCE), geldanamycin (GDA, HY-15230, MCE), or DMSO control and grown under the indicated conditions for the indicated times.

### Real-time PCR

For quantitative (q) RT-PCR, RNA was extracted from 25 whole seedlings using the RNeasy Micro Kit (Qiagen). cDNA synthesis was performed using Maxima first-strand cDNA synthesis kit (Thermo Fisher Scientific) with 1 µg of RNA. qRT-PCR analysis was carried out using CFX384 Real-Time PCR Detection System (Bio-Rad), with Premix Ex Taq II (TaKaRa, #RR820A). Levels of mRNA were calculated relative to *IPP2* as an internal control. Primers used for the qRT-PCR analysis are detailed in Supplementary Table 1.

### IAA and IAA-conjugate measurements

*Arabidopsis thaliana* seedlings were grown in 21WL (constant LED light) for 3 days and treated for 3 h in the indicated conditions to measure auxin and its conjugates. Seedlings were then snap-frozen in liquid nitrogen. The extraction, purification, and the LC-MS analysis of endogenous IAA and IAA metabolites were carried out according to Novak et al.^78^. Briefly, frozen samples (15–25 mg fresh weight) were homogenized using a MixerMill (Retsch GmbH, Haan, Germany) and extracted in ice-cold 1 ml 50 mM sodium phosphate buffer (pH 7.0) containing 1% sodium diethyldithiocarbamate, deuterium and 13C-labeled internal standards (5 pmol of [13C6]IAA, [13C6]IAA-glc, [13C6]IAAsp, and [13C6]IAGlu). The pH was adjusted to 2.7 with 1 M hydrochloric acid, and the samples were purified by solid phase extraction on hydrophilic-lipophilic balanced reversed-phase sorbent columns (Oasis® HLB, 1 cc/30 mg; Waters, Milford, MA, USA) conditioned with 1 ml methanol, 1 ml water, and 0.5 ml sodium phosphate buffer (pH 2.7). After sample application, the column was washed with 2 ml 5% methanol and then eluted with 2 ml 80% methanol. All eluates were evaporated at 37 °C to dryness in vacuo and dissolved in 40 µl of mobile phase prior to mass analysis. Ultra high-performance liquid chromatography (UHPLC-MS/MS) analysis was performed using a 1290 Infinity Binary LC System coupled to a 6490 Triple Quad LC/MS System (Agilent Technologies, Santa Clara, CA, USA), operating in multiple reaction monitoring (MRM) mode. The quantification was carried out in Agilent MassHunter Workstation quantitative analysis software (version B.05.02; Agilent Technologies) using stable isotope dilution method (Supplementary Data Set 5). Five independent biological replicates of each condition were used in these analyses.

### RNA-seq experiments and analysis

Two biological replicates of wild-type seedlings grown in constant LED white light (70 µmol m^−2^ s^−1^) at 21 °C (21WL) for 3 days and moved to 21FR, 30WL, 30FR, or left at 21WL (as in Fig. 1a). Samples (whole seedlings) were collected after 1 h, 3 h, 6 h, or 24 h in each of the conditions and snap-frozen in liquid nitrogen. Total RNA was isolated using the RNeasy Micro Kit (Qiagen). Stranded mRNA-seq libraries were prepared using the Illumina TruSeq Stranded mRNA Library Prep Kit according to the manufacturer’s instruction. Libraries were sequenced with single-end 50 base-pair (bp) reads in the Illumina HiSeq 2500 System at the Salk Institute’s Next Generation Sequencing (NGS) Core Facility. Raw reads were aligned to the TAIR10 genome using STAR (v2.5.4) (Dobin, Davis et al. 2013) with default parameters except–alignIntronMax 2000 and–outFilterMismatchNmax 2. Mapped reads were counted by HTSeq (v0.6.0) with default parameters except “-m intersection-strict -s reverse“^79^ and differential expression was determined using edgeR (v3.16.5)^80,81^. Only genes with CPM (counts-per-million) values >1 in at least two samples were kept for differential expression analysis. 

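The filter was recomputed from the deposited counts. With CPM taken over the reads counted on genes, 20145 genes had more than 1 CPM in at least 2 libraries, and these were tested. With CPM taken over all reads of the count table, the reads that were not assigned to a gene included, 19806 genes passed. Without the organelle genes, these were 19718, and all 19718 are the genes of the authors' deposited CPM table.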

A design matrix was set up where each treatment (light and temperature condition) at each time point is one group, and a generalized linear model was fitted to the read counts with this design matrix. For differential gene expression, contrasts were set up between 21WL and each of the light conditions (21FR, 30WL, or 30FR) at each time point.

Gene expression (cpm) and fold change can be found in Supplementary Data 2.

### ChIP-seq experiments and analysis

Two biological replicates of *PIF7:PIF7-4xMYC (pif457)* seedlings were grown in constant LED white light (70 µmol m^−2^ s^−1^) at 21 °C (21WL) for 4 days and were moved to 21FR, 30WL, 30FR, or were left at 21WL for 2 h. Afterward, seedlings were crosslinked and used for ChIP-seq analysis. ChIP-seq experiment was performed as previously described^82^. Monoclonal antibodies against MYC-tag Mouse (Cat#2276, Cell Signaling Technology) were used for immunoprecipitation. After elution, reverse crosslinking and DNA purification libraries were prepared using NEBNext® Ultra™ II DNA Library Prep Kit and amplified using 14 cycles in the thermocycler. Double size selection was made for control_30FR and replicates number 2 (aimed for 250 bp insert length), and the rest were size selected once (cleaning only small fragments). Multiplexed libraries were sequenced on an Illumina Nextseq2000. Bowtie2 (v2.2.5) was used with default parameters to map sequencing reads to the TAIR10 genome^83^. HOMER (v4.11.1) Findpeaks script^84^ was used to call peaks using “-style factor -F 2 -P 0.001 -L 2 -LP 0.001” for control_21FR and replicates number one. “-F 4 -P 0.0001 -L 4 -LP 0.001” used for control_30FR and replicates number two. IP using anti-MYC antibody from wild-type (Col-0) grown in 21FR or 30FR were used as a background control (21FR used as a control for replicates one and 30FR used as a control for replicates two). The bedtools (v2.30.0) intersectBed function^85^ was used to associate peaks with TAIR10 annotated genes within 2000 bp upstream of the transcription start site or with gene bodies. HOMER mergePeaks script was used to identify genes with binding in both replicates. The full list of genes and peaks can be found in Supplementary Data 4. Peaks were visualized using the IGV browser^86^.

### Gene ontology analysis

Gene ontology enrichment analysis was performed using agriGO (v2.0) with fisher test and Yekutieli (FDR under dependency) for multi-test adjustment. TAIR genome locus (TAIR10 2017) was used as background^87^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in this published article (and its supplementary information files). RNA-seq (GSE196725) and ChIP-seq (GSE205210) data have been deposited into the Gene Expression Omnibus: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196725 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205210. Arabidopsis transgenic lines as well as plasmids generated during the current study are available from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: PIF7 is a master regulator of thermomorphogenesis in shade
**Source:** Nat Commun. 2022 Aug 29;13:4942. doi: 10.1038/s41467-022-32585-6
**Supplement:** Supplementary file 1 — Supplementary Information

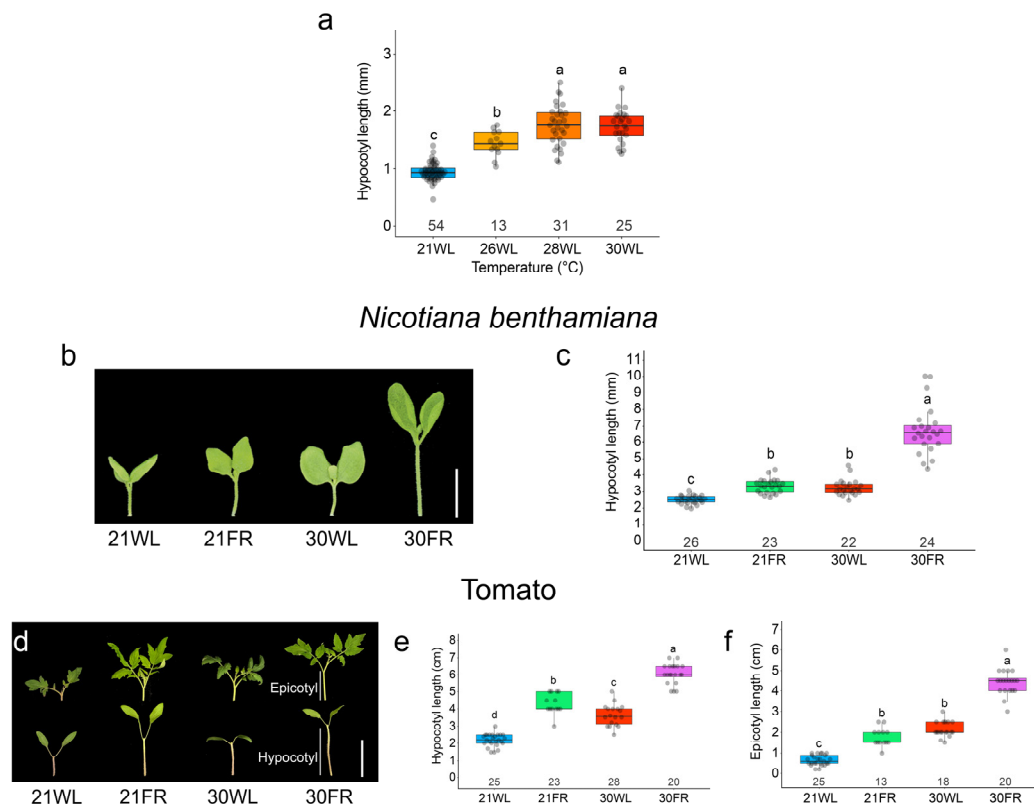

Supplementary Figure 1: The synergistic growth response to low R/FR and warm temperature in tomato and *Nicotiana Benthامiana*.

- Hypocotyl length of 6-day-old *Arabidopsis* wild-type seedlings grown for three days at 21°C continuous white light ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) and moved to the indicated temperature in the same light condition. The number of seedlings (n) is shown under each box.
  - Representative images of 10-day-old *Nicotiana benthamiana* seedlings, grown at 21°C for six days, and then moved to the indicated conditions. Light: constant white light ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) with or without supplemented Far-Red (FR- R/FR = 0.6). Scale bar = 5 mm.
  - Hypocotyl length measurements of *Nicotiana benthamiana* seedlings shown in **b**. The number of seedlings (n) is shown under each box.
  - Representative images of 21-day-old tomato seedlings grown at 21°C for 9 days and then moved to the indicated conditions. Light: long day white light (16h light:8h dark , white LED,  $100 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) with or without supplemented Far Red; (R/FR = 0.6). Scale bar = 2 cm.
  - Hypocotyl length measurements of tomato seedlings are shown in **d**. The number of seedlings (n) is shown under each box.
  - Epicotyl length (the segment between the cotyledons and the first leaf) measurements of tomato seedlings shown in **d**. The number of seedlings (n) is shown under each box.
- In **a**, **c**, **e**, and **f**, different letters denote statistical differences ( $p < 0.05$ ) among samples as assessed by one-way ANOVA and Tukey HSD test. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements.

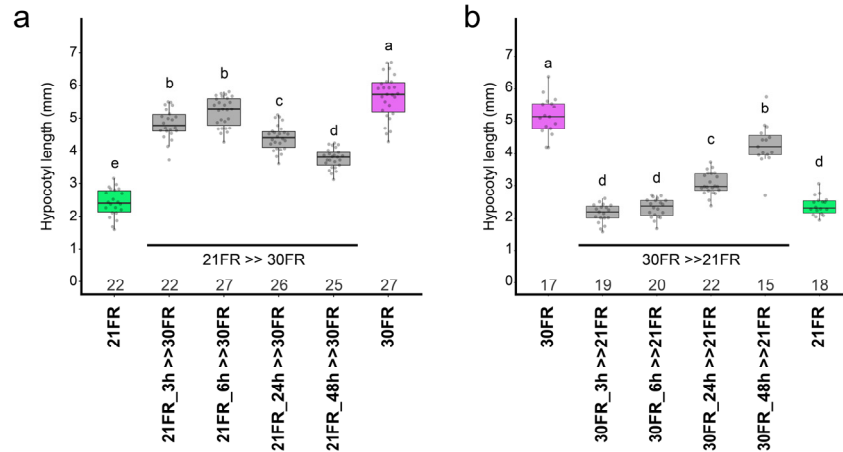

Supplementary Figure 2: The hypocotyl elongation growth response to 30FR or to 21FR is temperature-labile in the first 48h of treatment.

**a, b.** Hypocotyl length of 6-day-old *Arabidopsis* wild-type seedlings grown for three days at 21°C constant white light ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ), then moved to the indicated conditions. In gray, the seedlings were transferred from 21FR to 30FR (**a**) or from 30FR to 21FR (**b**), after the indicated time and stayed there for the rest of the experiment. Different letters denote statistical differences ( $p < 0.05$ ) among samples as assessed by one-way ANOVA and Tukey HSD test. (**a,b**) The number of seedlings ( $n$ ) is shown under each box. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements.

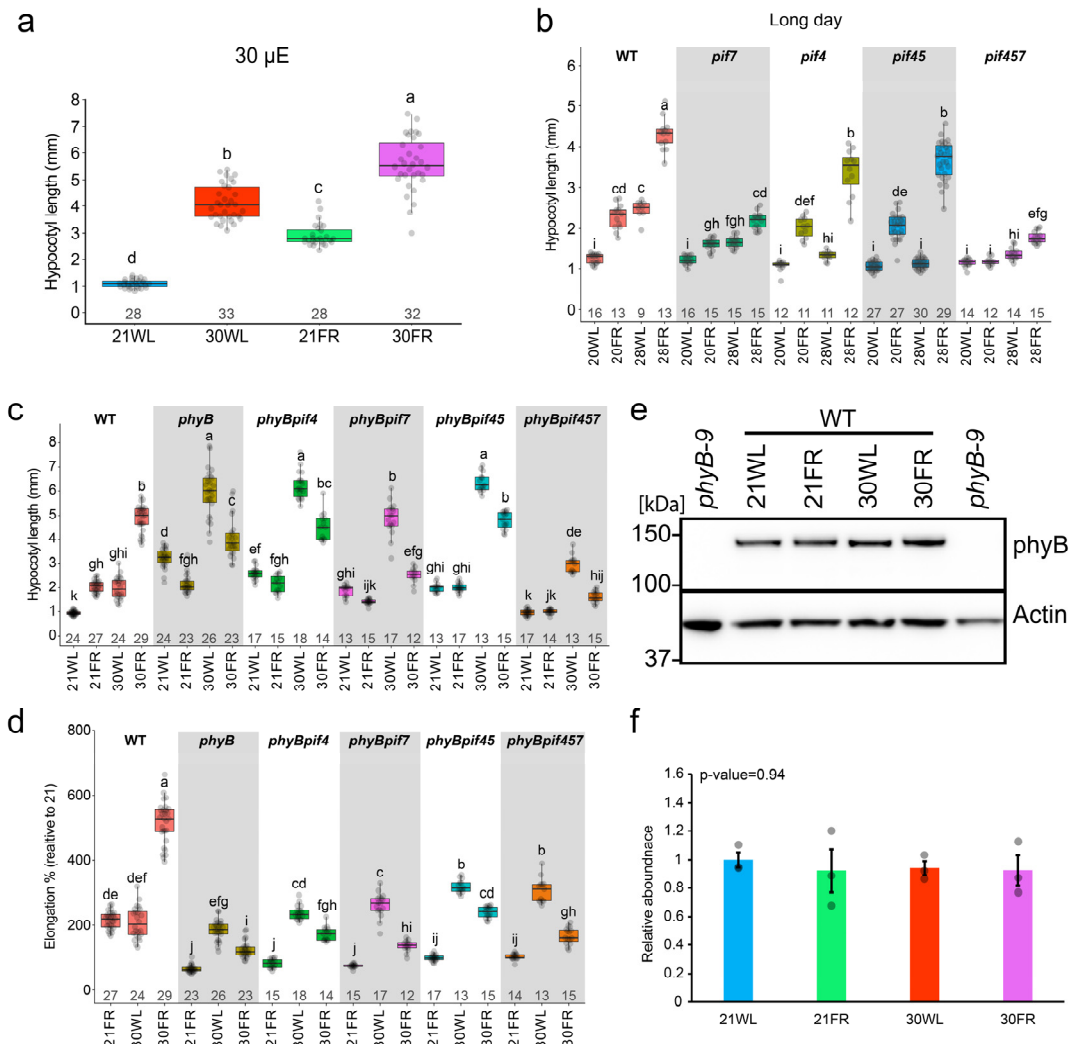

Supplementary Figure 3: The role of PIFs in the synergistic response of low R/FR and warm temperature in long-day conditions and their interaction with *phyB* mutant.

- Hypocotyl length of 6-day-old Arabidopsis wild-type seedlings grown in 21°C with constant low simulated white light (WL- 30  $\mu$ mol m<sup>-2</sup> s<sup>-1</sup>) for three days and then moved to 30°C (30WL, 30  $\mu$ mol m<sup>-2</sup> s<sup>-1</sup>), 21°C with low R/FR (21FR, R/FR = 0.6, PAR=30  $\mu$ mol m<sup>-2</sup> s<sup>-1</sup>), 30°C with low R/FR (30FR, R/FR = 0.6, PAR=30  $\mu$ mol m<sup>-2</sup> s<sup>-1</sup>) or kept at 21°C (21WL, PAR=30  $\mu$ mol m<sup>-2</sup> s<sup>-1</sup>) for three more days. The number of seedlings (n) is shown under each box.
- Hypocotyl length of 6-day-old Arabidopsis seedlings of the indicated genotypes grown for three days at 20°C, then moved to the indicated conditions. Light: long-day white light (16h light:8h dark, fluorescent bulbs, 70  $\mu$ mol m<sup>-2</sup> s<sup>-1</sup>) with or without low R/FR (0.6); Temperature- constant 20°C or 28°C. The number of seedlings (n) is shown under each box.
- Hypocotyl length of 6-day-old Arabidopsis *phyB pif* mutant seedlings. The number of seedlings (n) is shown under each box. The growth condition is the same as described in Figure 1a, PAR= 70  $\mu$ mol m<sup>-2</sup> s<sup>-1</sup>.
- Elongation percentage based on the hypocotyl length shown in **c**. The elongation percentage was calculated by dividing the hypocotyl length of each seedling by the average length at 21WL. The number of seedlings (n) is shown under each box.
- Representative immunoblot showing the abundance of phyB protein levels using anti-phyB antibody. Total protein extract collected from 3-day-old WT Arabidopsis seedlings grown in 21WL

(70  $\mu\text{mol m}^{-2} \text{s}^{-1}$ ) plus three hours in the stated conditions. Anti-ACTIN blots are shown as loading controls. We repeated the experiment three times with similar results.

- f.** Quantification of phyB protein normalized to ACTIN protein levels and to 21WL. Shown are the average values, from three independent experiments,  $\pm$  SE and the p-value of one-way ANOVA test.

In **a-d,f**, different letters denote statistical differences ( $p < 0.05$ ) among samples as assessed by one-way ANOVA and Tukey HSD test. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements.

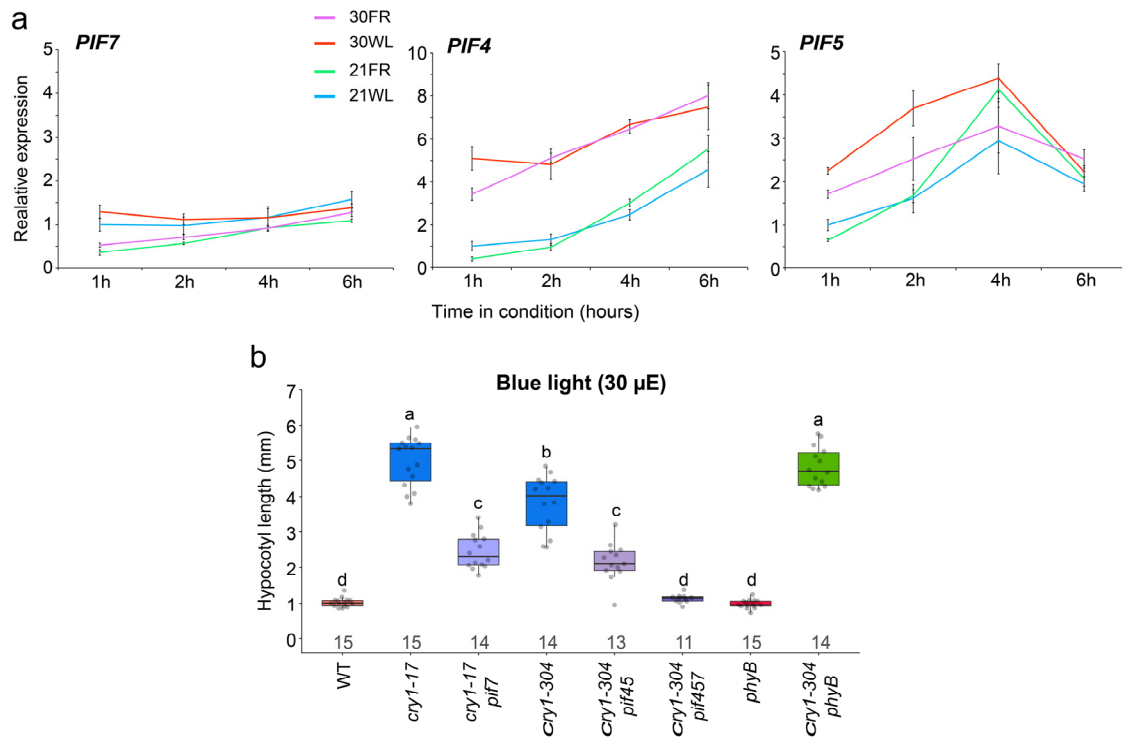

Supplementary Figure 4: *PIF* expression in response to 21FR, 30WL, or 30FR and the role of *PIF7* downstream of *CRY1* in monochromatic blue light.

- Expression of *PIF4*, *PIF5*, and *PIF7* in 3-d-old Arabidopsis seedlings grown in constant white light ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) at  $21^\circ\text{C}$  plus the indicated time in the stated conditions. Relative expression was assayed using RT-qPCR relative to the reference gene *IPP2* and normalized to the wild-type expression at 21WL 1h. The average values of three biological replicates per condition  $\pm$  SE are shown.
- Hypocotyl length of 3-day-old Arabidopsis seedlings of the indicated genotypes grown in constant blue light at  $21^\circ\text{C}$  ( $30 \mu\text{mol m}^{-2} \text{s}^{-1}$ ). The number of seedlings ( $n$ ) is shown under each box. Different letters denote statistical differences ( $p < 0.05$ ) among samples as assessed by one-way ANOVA and Tukey HSD test. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements.

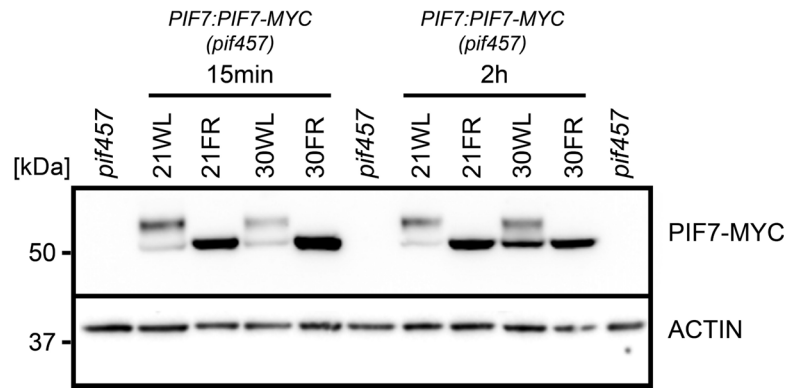

Supplementary Figure 5: PIF7 abundance at 21WL, 21FR, 30WL, or 30FR.

Representative immunodetection showing the abundance of PIF7-MYC Protein levels using anti-MYC antibody. Total protein extract collected from 3-day-old *PIF7:PIF7-4xMYC (pif457)* Arabidopsis seedlings grown in 21WL ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) plus 15 minutes or two hours in the stated conditions. Anti-ACTIN blot is shown as loading control. We repeated the experiment three times with similar results.

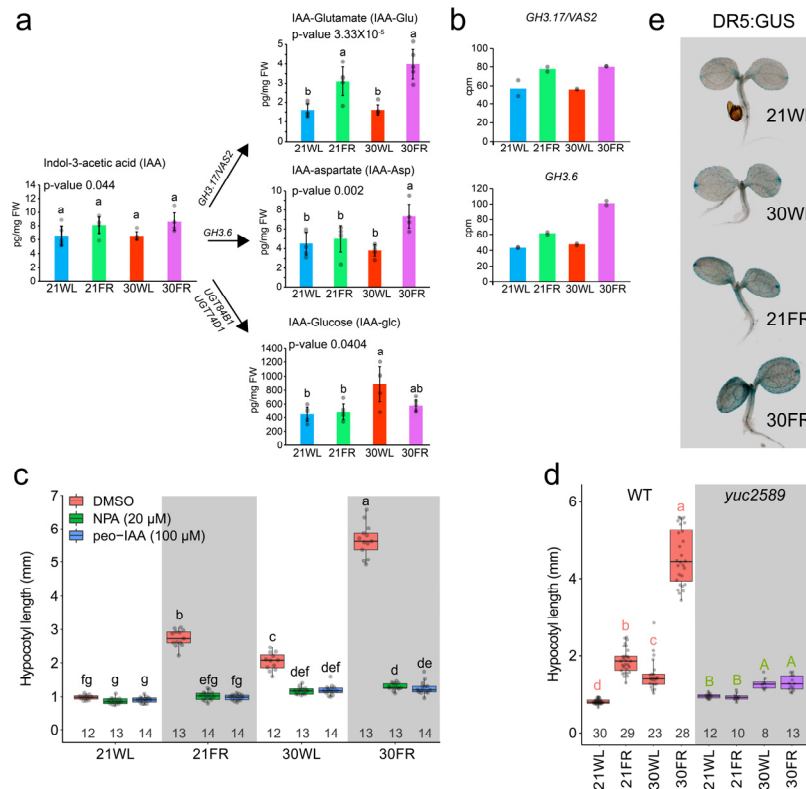

Supplementary Figure 6: Auxin transport and auxin signaling are crucial for hypocotyl elongation in response to low R/FR, warm temperature, and warm low R/FR conditions.

- Levels of free IAA, IAA-Glu, IAA-Asp, and IAA-glc in Arabidopsis whole seedlings were grown in constant white light ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) at  $21^\circ\text{C}$  (21WL) for three days plus 3h in the indicated condition. Data show mean  $\pm$  SD.  $n = 5$ . The p-value of one-way ANOVA test are shown.
- Expression levels of *GH3.17/VAS2* and *GH3.6* derived from the RNA-seq after 3h of treatment. 

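GH3.17 (AT1G28130) had 56.4 ± 12.4, 77.1 ± 2.91, 55.7 ± 0.653 and 79.9 ± 0.669 cpm (SD, n = 2) in 21WL, 21FR, 30WL and 30FR. GH3.6 (AT5G54510) had 43.4 ± 0.244, 61.2 ± 2.15, 47.4 ± 1.42 and 101 ± 3.93 cpm.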

Data is shown as normalized counts per million mapped reads (cpm) and as the average of two biological replicates per condition. Gray dots mark the individual measurements.
- Hypocotyl length of 6-day-old wild-type Arabidopsis seedlings, grown on 20 $\mu\text{M}$  of NPA (polar auxin transport inhibitor) or 100 $\mu\text{M}$  peo-IAA (IAA antagonist). Seedlings were grown in constant white light ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) at  $21^\circ\text{C}$  for three days, then moved to plates with NPA or peo-IAA for an additional three days in the indicated condition. The number of seedlings ( $n$ ) is shown under each box.
- Hypocotyl length of 6-day-old Arabidopsis seedlings of the indicated genotypes grown as described in Figure 1a. The number of seedlings ( $n$ ) is shown under each box.
- Images of GUS-stained whole Arabidopsis seedlings carrying a DR5:GUS reporter. Plants were grown in constant LED white light ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) at  $21^\circ\text{C}$  plus 6h in the conditions indicated on the right.

In **a**, **c** and **d** different letters denote statistical differences ( $p < 0.05$ ) within genotypes assessed by one-way ANOVA and Tukey HSD test. In **c** and **d** the boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements.

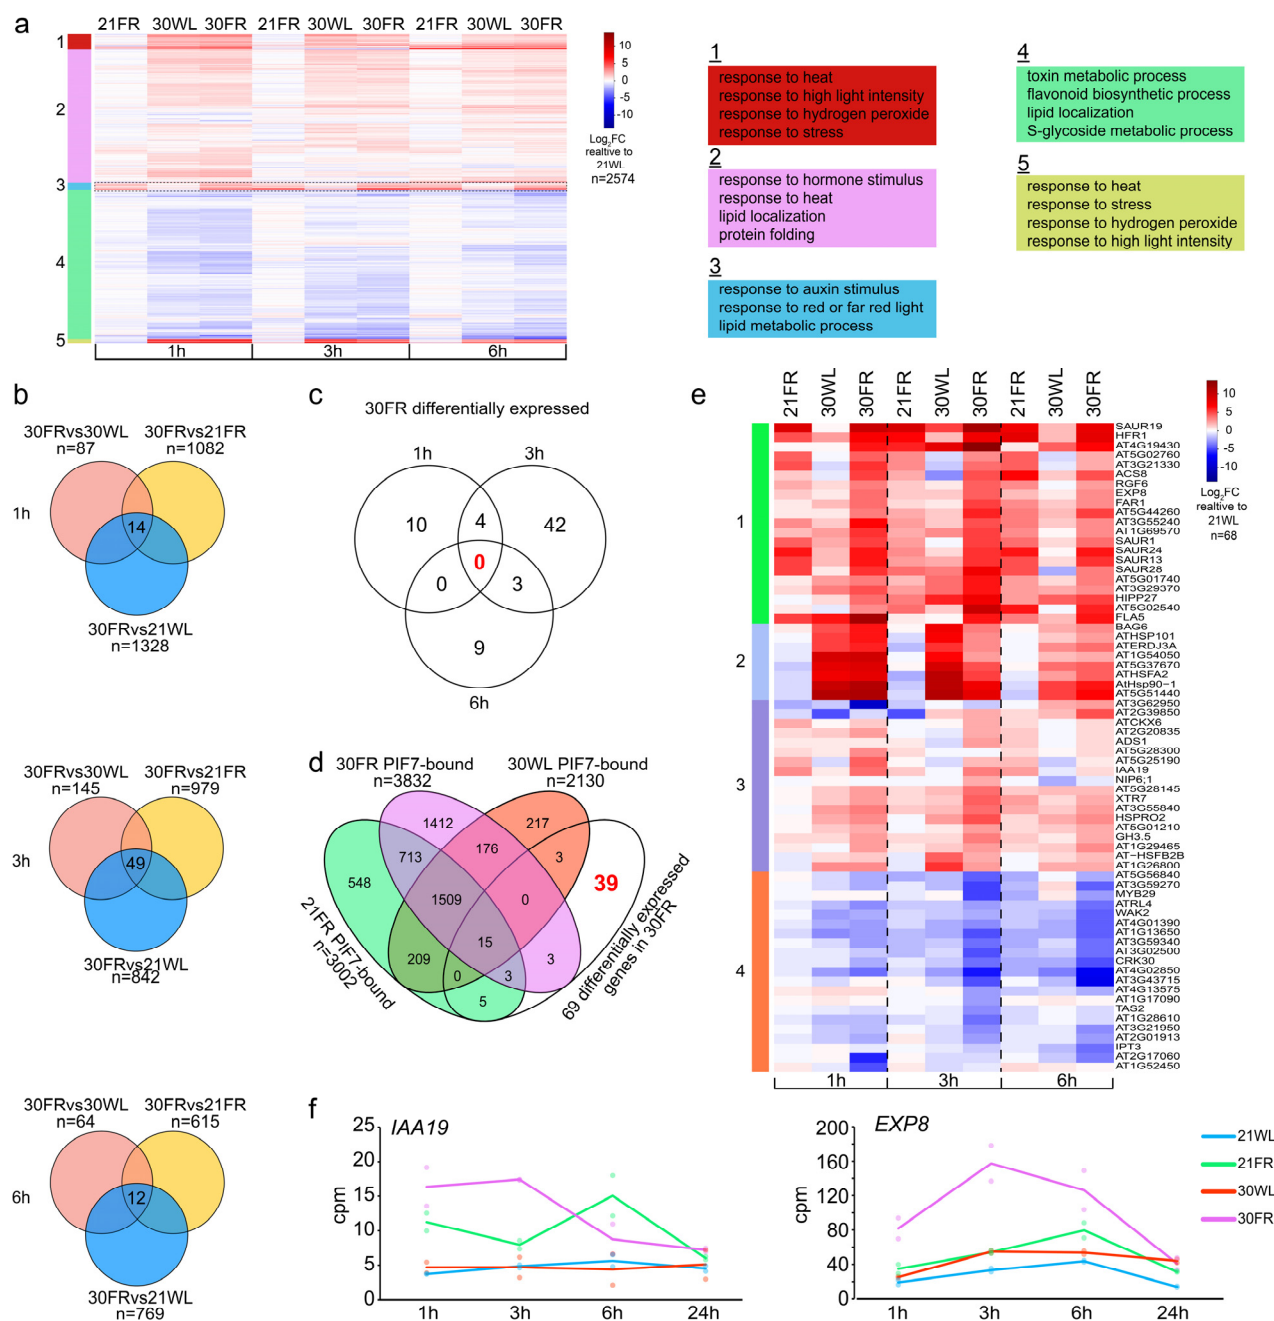

Supplementary Figure 7: Transcriptomic analysis reveals that the gene expression at 30FR resembles the combined gene expression profiles of 30WL and 21FR without a unique expression pattern.

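The sum of the log2FC of 21FR and of 30WL was set against the log2FC of 30FR, each relative to 21WL, across the 1306, 829, 736 and 676 genes called in 30FR at 1, 3, 6 and 24 h. Pearson's r across these genes, which are not independent replicates, was 0.930, 0.942, 0.919 and 0.932, and the slope of 30FR on the sum was 0.968, 0.891, 0.827 and 0.896. All 3 log2FC share the 21WL libraries, which raises both values without any effect. In 100 simulations with unchanged groups, the median r was 0.573, 0.609, 0.579 and 0.604 and the highest r 0.673, 0.697, 0.662 and 0.696, and the median slope was 0.328, 0.340, 0.322 and 0.338. In 20 simulations, 30FR was the exact sum of the single effects, which were kept only where their FDR was under 0.05. Genes varied independently there and were picked with a likelihood ratio test. The slope was taken over a median of 901, 737, 451 and 430.5 genes. It lay between 0.875 and 0.941 at 1 h and between 0.877 and 0.936 at 3 h. At 6 and 24 h, it lay between 0.846 and 0.953 and between 0.842 and 0.934. The observed slope lay above this range at 1 h, below it at 6 h and within it at 3 and 24 h. As the simulated effects and noise differ from those of the data, the range does not decide whether 30FR was additive. The slope moved with single libraries, as a comparison added after seeing the data shows, in which each was left out in turn. The slope then ran from 0.874 (without replicate 1 of 21WL) to 0.988 (without replicate 2 of 30FR) at 1 h, from 0.803 (replicate 2 of 21WL) to 0.922 (replicate 2 of 30FR) at 3 h, from 0.746 (replicate 2 of 30WL) to 0.852 (replicate 1 of 30WL) at 6 h and from 0.737 (replicate 1 of 21WL) to 0.907 (replicate 1 of 30FR) at 24 h. Of the 8 fits at each time point, 3 lay above the range at 1 h and 1 below it, and 5, 7 and 3 lay below it at 3, 6 and 24 h. The range was simulated with no library left out, so that these counts do not place the observed slopes. With a different 21WL replicate on each side, so that no library was shared, r was 0.826, 0.771, 0.798 and 0.726 with replicate 1 for 30FR and 0.752, 0.768, 0.820 and 0.645 with replicate 2 for 30FR. The slopes were then 0.664, 0.701, 0.602 and 0.417 and 0.882, 0.643, 0.800 and 0.829.

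**Figure D2:**
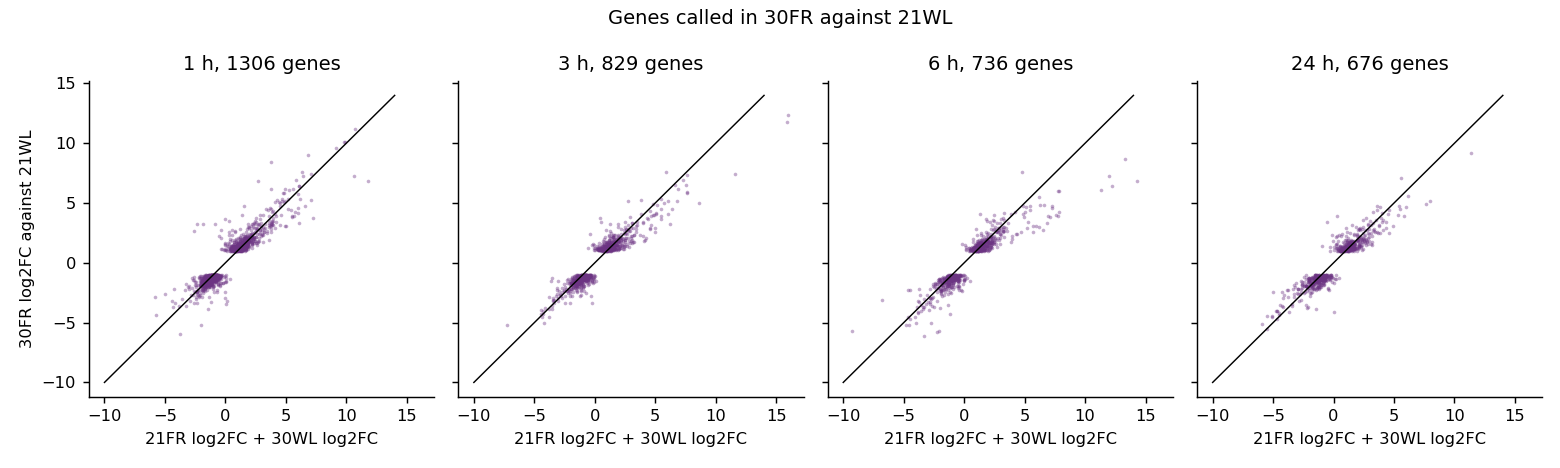
Log2FC of 30FR relative to 21WL against the sum of the log2FC of 21FR and 30WL relative to 21WL, for the genes called in 30FR at 1, 3, 6 and 24 h (1 point per gene, 1 panel per time point), with the line of equality. The slope is 0.968, 0.891, 0.827 and 0.896 at 1, 3, 6 and 24 h. At each time point it lies below that of this line, as do the slopes simulated for an exact sum.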

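At 1, 3, 6 and 24 h, 46, 41, 74 and 66 genes were called in 21FR relative to 21WL, 805, 623, 344 and 356 in 30WL and 1306, 829, 736 and 676 in 30FR (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 21FR, 44, 35, 66 and 30 of them were higher, in 30WL 459, 355, 218 and 192 and in 30FR 710, 420, 412 and 347. With the FDR alone, 68, 4624 and 6342 genes were called in 21FR, 30WL and 30FR at 1 h. With each time point fitted alone, 24 and 22 genes were called in 21FR at 3 and 6 h. DESeq2's size factors in place of TMM moved the share of higher genes by at most 3.85 percentage points.

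**Figure D3:**
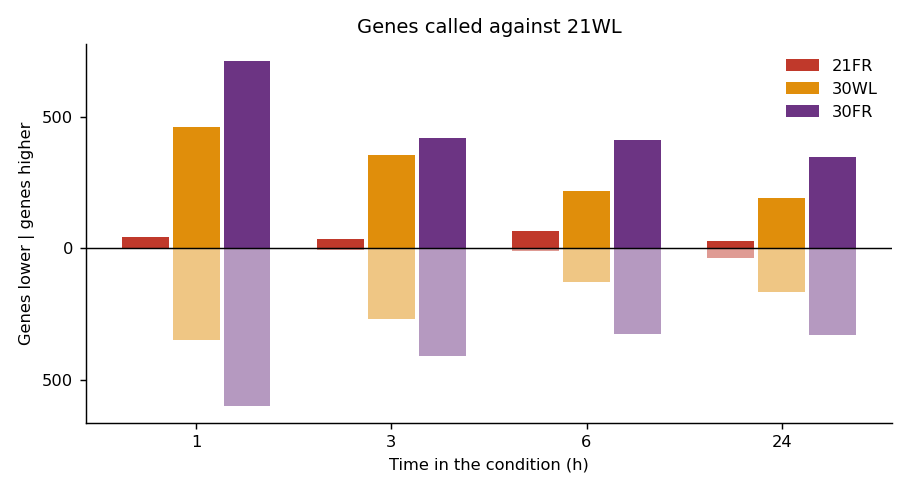
Number of genes called higher (bars above 0) and lower (bars below 0) than in 21WL against the time in the treatment (h), for 21FR, 30WL and 30FR. At 1 h, 46 genes were called in 21FR, 805 in 30WL and 1306 in 30FR.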

- a.** Expression profiles of differentially expressed genes (FDR<0.05 and FC > 1 or < -1) relative to 21WL in each time point are shown. Since most changes were seen within the first six hours, the 24h time point was removed from the cluster analysis. Some of the top enriched gene ontology processes in each cluster are shown on the left. For list of genes in each cluster see Supplementary Data 3.

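Relative to 21FR, 1052, 1000, 593 and 585 genes were called in 30FR at 1, 3, 6 and 24 h, of which 575, 497, 293 and 324 were higher. Relative to 30WL, 70, 126, 43 and 91 genes were called in 30FR, of which 65, 87, 33 and 23 were higher and 5, 39, 10 and 68 lower. With the likelihood ratio test, 65 genes differed between 30FR and 30WL at 6 h, and with each time point fitted alone 72 at 3 h and 9 at 6 h. Of the 72 genes, 62 were higher and 10 lower. With the replicate number as a block, 84 genes were higher and 20 lower in 30FR than in 30WL at 3 h.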

- b.** Venn diagrams showing the number of genes differentially expressed in response to 30FR (FDR<0.05 and FC > 1 or < -1), relative to all other conditions (the list of genes in each time point can be found in Supplementary Data 3).
- c.** Venn diagram comparing the 30FR differentially expressed genes between all time points.
- d.** Venn diagram comparing the 30FR differentially expressed genes in the first six hours with the PIF7 bound genes in the different conditions. Bound genes were annotated if a PIF7 binding peak was found 2kb upstream of the transcriptional start site or in the gene body in both replicates. (n: number of genes found to be bound by PIF7, see Supplementary Data 4).
- e.** Expression profiles of the 30FR differentially expressed genes in the first six hours. For a list of genes in each cluster see Supplementary Data 3.
- f.** Expression of *IAA19* and *EXP*, shown as normalized counts per million mapped reads (cpm) and as the average of two biological replicates per condition. 

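IAA19 (AT3G15540) had 3.69 ± 0.0629, 4.82 ± 0.275, 5.60 ± 1.23 and 4.50 ± 0.605 cpm (SD, n = 2) in 21WL at 1, 3, 6 and 24 h, 11.2 ± 1.79, 7.91 ± 0.843, 15.0 ± 4.09 and 5.99 ± 0.322 cpm in 21FR, 4.66 ± 1.87, 4.67 ± 0.0872, 4.36 ± 1.53 and 5.09 ± 1.02 cpm in 30WL and 16.3 ± 3.95, 17.3 ± 0.0975, 8.7 ± 3.2 and 7.15 ± 0.394 cpm in 30FR. EXP8 (AT2G40610) had 19.1 ± 4.00, 33 ± 3.2, 43.4 ± 0.272 and 13.8 ± 0.858 cpm in 21WL, 34.7 ± 7.98, 53.7 ± 1.77, 79.0 ± 12.6 and 31.0 ± 0.121 cpm in 21FR, 25.0 ± 6.07, 54.5 ± 8.41, 53.2 ± 8.52 and 43.9 ± 1.19 cpm in 30WL and 81.2 ± 17.1, 156 ± 29.5, 125 ± 32.3 and 40.7 ± 9.62 cpm in 30FR.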

Dots mark the individual measurements.

**a,b,c,e,f** are based on the RNA-seq data from wild-type Arabidopsis seedlings grown as described in Figure 1a (see Methods section).

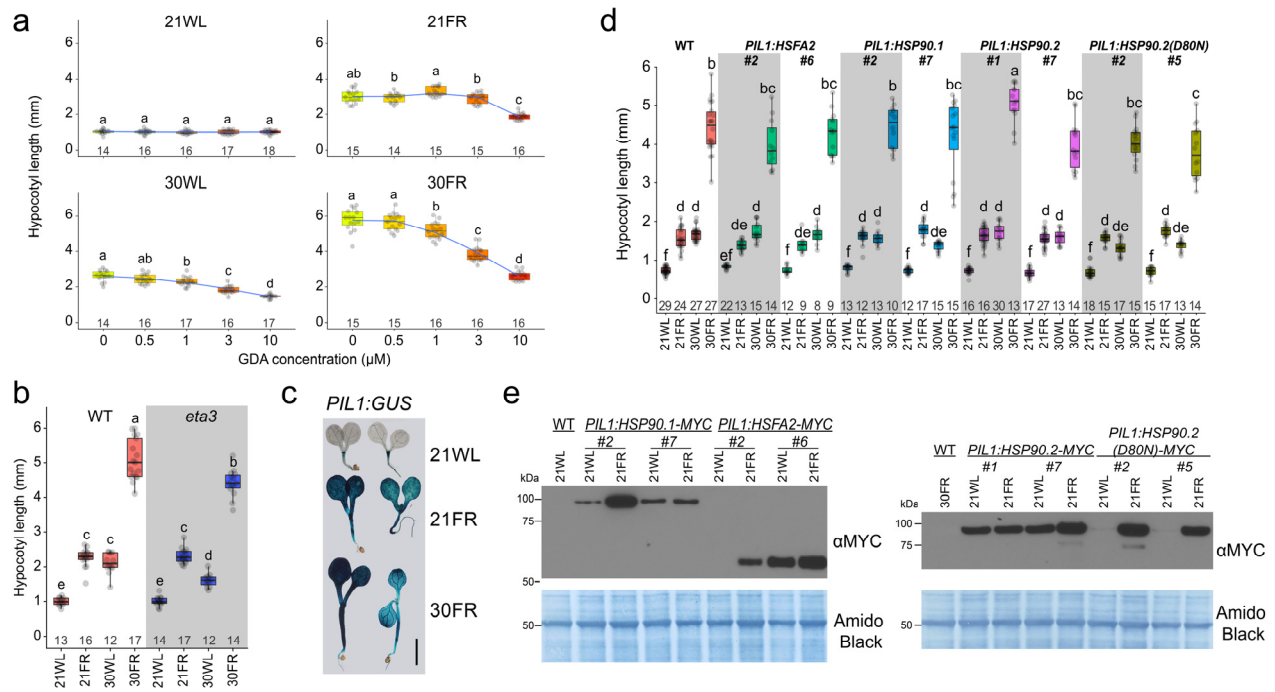

Supplementary Figure 8: The effect of HSP90 on the synergistic response to low R/FR and warm temperature.

- Dose-response curves of hypocotyl length for 6-day-old wild-type *Arabidopsis* seedlings, grown on Geldanamycin (GDA; HSP90 inhibitor). Seedlings were grown in constant WL ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) at  $21^\circ\text{C}$  for three days then moved to plates with GDA or DMSO control for an additional three days in the indicated condition. Data represent mean  $\pm$  SE. The number of seedlings ( $n$ ) is shown under each box.
- Hypocotyl length of 6-day-old *Arabidopsis* wild-type and *eta3* mutant grown as described in Figure 1a. The number of seedlings ( $n$ ) is shown under each box.
- Histochemical staining of  $\beta$ -glucuronidase (GUS) activity (blue). GUS was expressed under the control of the *PIL1* promoter. Shown are T1 *Arabidopsis* seedlings grown on hygromycin plates in constant WL ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) at  $21^\circ\text{C}$  for seven days, then moved to the indicated condition for three additional days. Bar = 5 mm.
- Hypocotyl length of 6-day-old *Arabidopsis* wild-type and *PIL1:HSFA2-MYC*, *PIL1:HSP90.1-MYC*, *PIL1:HSP90.2-MYC* and the dominant-negative *PIL1:HSP90.2(D80N)-MYC* grown as described in Figure 1a. The number of seedlings ( $n$ ) is shown under each box.
- Immuno-detection of *PIL1:HSP90.1-MYC*, *PIL1:HSFA2-MYC* (left blot), and *PIL1:HSP90.2-MYC* and the dominant-negative *PIL1:HSP90.2(D80N)-MYC* (right blot) using anti-MYC antibody. Total protein extract collected from 3-day-old seedlings grown in 21WL ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) plus 4 hours in indicated conditions. Amido black stained membranes are shown below as loading controls. This experiment was done one time.

In **a**, **b** and **d** different letters denote statistical differences ( $p < 0.05$ ) within genotypes assessed by one-way ANOVA and Tukey HSD test. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements.

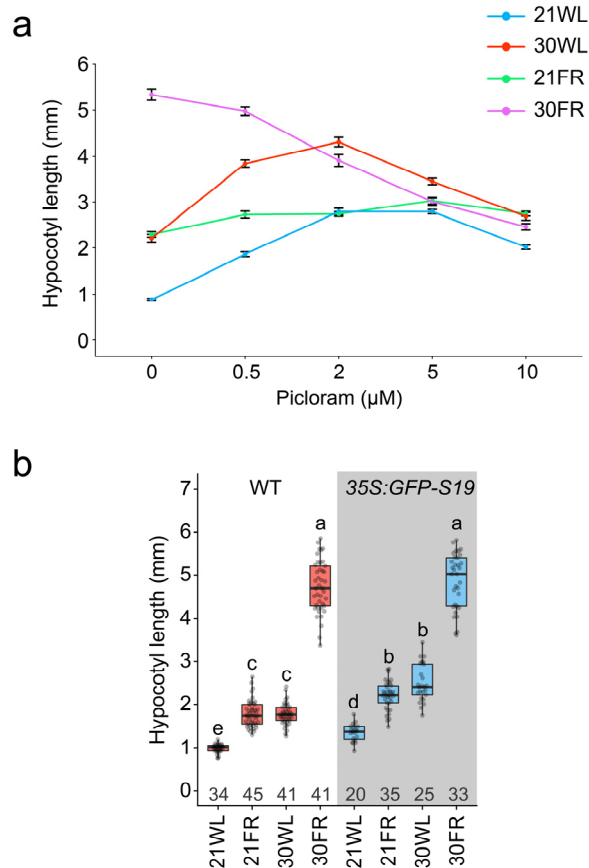

Supplementary Figure 9: The effect of picloram or *SAUR19* overexpression on the response to low R/FR and warm temperature.

- a.** Dose-response curves showing hypocotyl length of 6-day-old wild-type Arabidopsis seedlings grown on the indicated concentrations of picloram, a synthetic auxin. Seedlings were grown in constant white light ( $70 \mu\text{mol m}^{-2} \text{s}^{-1}$ ) at  $21^\circ\text{C}$  for three days then moved to plates with the indicated picloram concentration or DMSO control (0) for an additional three days. Data represent mean  $\pm$  SE;  $n = 15$  seedlings or more per sample (for the exact number in each sample, see Source Data).
- b.** Hypocotyl length of 6-day-old Arabidopsis wild-type and *35S:GFP-SAUR19* grown as described in Figure 1a. Different letters denote statistical differences ( $p < 0.05$ ) within genotypes assessed by one-way ANOVA and Tukey HSD. The number of seedlings ( $n$ ) is shown under each box. Boxes indicate the first and third quartiles and the whiskers indicate the minimum and maximum values, the black lines within the boxes indicate the median values and gray dots mark the individual measurements.

Supplementary Table 1: Primers used in this work

| Primer name     | Sequence 5' >>> 3'                                    | Purpose                                                | Use                             |
|-----------------|-------------------------------------------------------|--------------------------------------------------------|---------------------------------|
| AttB4_PIL1p_F   | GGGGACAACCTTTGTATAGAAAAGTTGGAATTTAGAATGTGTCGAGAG      | Cloning PIL1 promoter to pDONR P4-P1                   | Transformation into Arabidopsis |
| AttB1r_PIL1p_R  | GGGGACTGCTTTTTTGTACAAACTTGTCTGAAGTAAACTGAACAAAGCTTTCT |                                                        |                                 |
| AttB1_HSP90.1_F | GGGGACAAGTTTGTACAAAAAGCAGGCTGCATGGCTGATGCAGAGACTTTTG  | Cloning HSP90.1 to pDONR P1-P2                         |                                 |
| AttB2_HSP90.1_R | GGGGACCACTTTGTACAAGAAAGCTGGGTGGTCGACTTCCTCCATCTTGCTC  |                                                        |                                 |
| AttB1_HSP90.2_F | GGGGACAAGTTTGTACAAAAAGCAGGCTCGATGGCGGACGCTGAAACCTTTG  | Cloning HSP90.2 to pDONR P1-P2                         |                                 |
| AttB2_HSP90.2_R | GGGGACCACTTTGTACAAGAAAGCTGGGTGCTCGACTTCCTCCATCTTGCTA  |                                                        |                                 |
| AttB1-HSFA2_F   | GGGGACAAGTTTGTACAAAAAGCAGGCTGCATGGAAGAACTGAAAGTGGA    | Cloning HSFA2 to pDONR P1-P2                           |                                 |
| AttB2-HSFA2_R   | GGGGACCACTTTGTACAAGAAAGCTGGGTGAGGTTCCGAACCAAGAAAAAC   |                                                        |                                 |
| D80N_F          | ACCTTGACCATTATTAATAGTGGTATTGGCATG                     | Introduce point mutation to get HSP90.2(D80N)          |                                 |
| D80N_R          | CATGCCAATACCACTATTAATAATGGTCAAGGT                     |                                                        |                                 |
| AttB2r-4XMYC    | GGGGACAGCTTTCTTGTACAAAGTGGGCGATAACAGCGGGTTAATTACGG    | Cloning 4XMYC tag to pDONR P1-P2                       |                                 |
| AttB3-4XMYC     | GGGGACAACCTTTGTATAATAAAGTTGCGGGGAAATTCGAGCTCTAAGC     |                                                        |                                 |
| pif7-1_wt_mut   | CATCCTCTG GTTTATCCTATCACGCCG                          | Genotyping <i>pif7-1</i>                               | Genotyping                      |
| pif7-1_wt       | CCGTTTCATGGTCTAGGCG                                   |                                                        |                                 |
| pif7-1_mut      | TGATAGTGACCTTAGGCGACTTTTGAACGC                        |                                                        |                                 |
| cry1-17_F       | ACTTGCAATTTGGGGAAGTG                                  | Sequene <i>cry1-17</i> point mutation G→A Trp 400 Stop |                                 |
| IPP2 real F     | GTATGAGTTGCTTCTCCAGCAAAG                              | IPP2                                                   |                                 |
| IPP2 real R     | GAGGATGGCTGCAACAAGTGT                                 |                                                        |                                 |
| PIF7 real F     | CGGAGCTTGAAGACAGCTAGAACC                              | PIF7                                                   |                                 |
| PIF7 real R     | GACTCGTTGTGAATCGCTGCTG                                |                                                        |                                 |
| PIF4 real F     | CCAGATCATCTCCGACCGGTTTG                               | PIF4                                                   |                                 |
| PIF4 real R     | CTAGTGGTCCAAACGAGAACCGT                               |                                                        |                                 |
| PIF5 real F     | GGGGTACAATCATCTCCATACAT                               | PIF5                                                   |                                 |
| PIF5 real R     | CCATGTACCTAGCGAGCTGCTCC                               |                                                        |                                 |
| PIL1 real F     | TGGACTAATCCAAACACTCCTATCTT                            | PIL1                                                   |                                 |
| PIL1 real R     | CACACGAAGGCACCACGA                                    |                                                        |                                 |
| IAA29 real F    | GGTGACAAC TGCGAATACGTTACCA                            | IAA29                                                  | qRT-PCR                         |
| IAA29 real R    | CCCGGTAGCATCCGATCTTTTCA                               |                                                        |                                 |
| ATHB2 real F    | GAGGTAGACTGCGAGTTCTTACG                               | ATHB2                                                  |                                 |
| ATHB2 real R    | GCATGTAGAACTGAGGAGAGAGC                               |                                                        |                                 |
| SAUR19 real F   | CATACTTGAGCCAACCGTCA                                  | SAUR19                                                 |                                 |
| SAUR19 real R   | GGATGAGCAAACCCAAACTC                                  |                                                        |                                 |
| SAUR22 real F   | TTTCATTATCTTCAGATTTGCTT                               | SAUR22                                                 |                                 |
| SAUR22 real R   | CCAGAGCCATTTATAATTCTCTATTTG                           |                                                        |                                 |
| YUC8 real F     | ATCAACCCTAAGTTCAACGAGTG                               | YUC8                                                   |                                 |
| YUC8 real R     | CTCCCGTAGCCACCACAAG                                   |                                                        |                                 |
| YUC9 real F     | TCTCTTGATCTTGCTAACCACAATGC                            | YUC9                                                   |                                 |
| YUC9 real R     | CCACTTCATCATCATCACTGAGATTCC                           |                                                        |                                 |

# Supplementary material for: PIF7 is a master regulator of thermomorphogenesis in shade
**Source:** Nat Commun. 2022 Aug 29;13:4942. doi: 10.1038/s41467-022-32585-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Light conditions. Description of the light conditions which used in each of the experiments.

File Name: Supplementary Data 2

Description: RNA-seq data. Rna-seq data including normalized counts per million reads mapped (cpm) and Fold Change.

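The log2FC were set beside those of Supplementary Data 2 for the 1650 of 19718 genes of the paper's table that were used here. The median absolute difference lay between 8.79e-04 and 0.00548 over the 12 comparisons with 21WL, and the largest was 0.35. In 21FR at 6 h, the paper's table has 76 of these genes past both thresholds, and 61 were called here with edgeR's quasi-likelihood test, all of them among the paper's. In 30FR at 1 h, the paper's table has 314, 303 were called here and 295 by both. With edgeR's likelihood ratio test, 75 of the paper's 76 genes were called in 21FR at 6 h and all of its genes in the other 11 comparisons. The authors' deposited CPM are the counts divided by 1 factor for each library, since the ratio of CPM to count had a spread of at most 1.20e-08 within a library.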

File Name: Supplementary Data 3

Description: Heat map clusters. List of genes present in the heat maps including GO analysis of each cluster.

File Name: Supplementary Data 4

Description: PIF7 peaks and annotated genes. PIF7-MYC ChIP-seq data including peak location and binding annotation.

File Name: Supplementary Data 5

Description: Measurements of free IAA and IAA-conjugates. LC-MS data set shows the calculation of the results.

# Supplementary material for: PIF7 is a master regulator of thermomorphogenesis in shade
**Source:** Nat Commun. 2022 Aug 29;13:4942. doi: 10.1038/s41467-022-32585-6
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection RNA-seq data was generated and collected on the Illumina HiSeq 2500 System

Data analysis

For RNA-seq: STAR (v2.5.4), HTSeq (v0.6.0), edgeR (v3.16.5)  
 For Heatmaps and plots: Heatmap.2, ggbeeswarm\_0.6.0, ggplot2\_3.3.5, reshape\_0.8.8, cowplot\_1.1.1, gplots\_3.1.1, Rmisc\_1.5  
 For GO analysis: agriGO v2.0  
 For measurements: ImageJ v1.50a (Fiji), Sapphire Biomolecular Imager and AzureSpot Pro (Azure Biosystems)  
 For T-test, Anova and significant difference in multiple comparison: TukeyHSD: stats, report\_0.5.1, agricolae\_1.3-5; For all R packages: R v4.1.0, RStudio v1.4.1717.  
 For qRT-PCR CFX384 Real-Time PCR Detection System and software were used.  
 To calculate free-IAA, IAA-Glutamate (IAA-Glu), IAA-Aspartate (IAA-Asp), and IAA-glucose (IAA-glc) levels the Agilent MassHunter Workstation quantitative analysis software (version B.05.02; Agilent Technologies) were used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq (GSE196725) and ChIP-seq (GSE205210) data have been deposited into the Gene Expression Omnibus,  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196725>  
<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205210>

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to calculate sample size. Sample sizes were defined based on previous work and were large enough for reproducible result. n values and statistical tests are presented in each figure, figure legend and source data. |
| Data exclusions | Seeds that field to germinate at the end of the experiment were excluded.                                                                                                                                                                              |
| Replication     | All of the experiments were repeated at least two times, and were reproduced successfully. A completely independent pool of side-by-side grown plants is considered as a biological replicate.                                                         |
| Randomization   | we randomly arranged the plants with different genetic background in the growth chamber to account for potential position-based effects on plant growth.                                                                                               |
| Blinding        | Not relevant to this study.                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Myc, 9B11 (catalog no. 2276, Cell Signaling Technology)<br>anti-phyB monoclonal (gift from Akira Nagatani)<br>anti-Actin (catalog no. 2276, Sigma)<br>goat anti-mouse IgG (H + L)-HRP conjugate (catalog no. 1706516, Bio-Rad). |
| Validation      | The data for Myc, Actin, and goat anti-mouse can be found on the manufacturer's website and for phyB in Shinomura et al., 1996.                                                                                                      |

## Validation

phyB-9 mutant was used to validate the phyB antibodies and transgenic free plants were used to validate the MYC antibodies.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE205210>

## Files in database submission

Control\_21FR.fastq  
 Control\_30FR.fastq  
 PIF7\_21WL\_1.fastq  
 PIF7\_21WL\_2.fastq  
 PIF7\_30WL\_1.fastq  
 PIF7\_30WL\_2.fastq  
 PIF7\_21FR\_1.fastq  
 PIF7\_21FR\_2.fastq  
 PIF7\_30FR\_1.fastq  
 PIF7\_30FR\_2.fastq  
 Control\_21FR\_bedGraph.tdf  
 Control\_30FR\_bedGraph.tdf  
 PIF7\_21WL\_1\_bedGraph.tdf  
 PIF7\_21WL\_2\_bedGraph.tdf  
 PIF7\_30WL\_1\_bedGraph.tdf  
 PIF7\_30WL\_2\_bedGraph.tdf  
 PIF7\_21FR\_1\_bedGraph.tdf  
 PIF7\_21FR\_2\_bedGraph.tdf  
 PIF7\_30FR\_1\_bedGraph.tdf  
 PIF7\_30FR\_2\_bedGraph.tdf  
 Peaks and annotated genes.xlsx

## Genome browser session

(e.g. [UCSC](#))

no longer applicable

## Methodology

## Replicates

2 biological replicates from PIF7:PIF-4xMYC(pif457) and one from each control (Control\_21FR and Control\_30FR)

## Sequencing depth

total reads uniquely mapped reads length  
 Control\_21FR 40333649 5513540 single 101  
 Control\_30FR 26402230 7324078 single 101  
 PIF7\_21WL\_1 38978600 10420024 single 101  
 PIF7\_21WL\_2 25795849 7586356 single 101  
 PIF7\_30WL\_1 40736539 12756414 single 101  
 PIF7\_30WL\_2 30476522 7541828 single 101  
 PIF7\_21FR\_1 64473089 24648532 single 101  
 PIF7\_21FR\_2 24583766 11612288 single 101  
 PIF7\_30FR\_1 37170785 7458745 single 101  
 PIF7\_30FR\_2 14933995 5814256 single 101

## Antibodies

anti-Myc, 9B11 (Cat#2276, Cell Signaling Technology)

## Peak calling parameters

Peaks were called using HOMER (version 4.11.1) Findpeaks script with the following setting: -style factor -F 2 -P 0.001 -L 2 -LP 0.001 for samples #1 (and control\_21FR) -F 4 -P 0.0001 -L 4 -LP 0.001 for samples #2 (and control\_30FR), IP from wild-type (Col-0) using anti-MYC antibody used as a background control (21FR or 30FR).

## Data quality

Homer mergePeaks function used to find the peaks which presented in both biological replicate.

## Software

Bowtie2 (version 2.2.5); HOMER (version 4.11.1); bedtools intersect (v2.30.0)

How the deposited data were processed for this re-analysis (not part of the article)

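RNA was measured in whole wild-type seedlings kept for 1, 3, 6 or 24 h in 21WL, 21FR, 30WL or 30FR, with 2 biological replicates in each of the 16 groups and 32 libraries in all. The authors aligned the reads to the TAIR10 genome with STAR and counted them per gene and strand with HTSeq, and deposited these counts without normalization. The count table holds 33602 genes, 279 of them organelle genes, and 5 summary lines that were left out of library sizes and tests. Reads without a gene made up 2.47 to 3.58% of a library's total in this table, ambiguous reads 0.262 to 0.529% and entries for reads that aligned to more than 1 place 10.5 to 50.4%. The authors also deposited a table of normalized signal for 19718 genes, which they call CPM and made with edgeR. In that table every value is the count times 1 factor per library, and the column totals differ between libraries. It was used here only beside CPM computed from the counts. Its 19718 genes are the nuclear genes with more than 1 CPM in at least 2 libraries, with all 33602 genes and the 5 summary lines in the library size.

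Condition, time point and replicate of each library came from the sample descriptions and the column names, and all 32 columns had a sample. Counts per library had a median of 18502913, from 7606788 in replicate 1 of 30WL at 6 h to 28170966 in replicate 2 of 21FR at 6 h. The 10 genes with the most counts took 6.40 to 10.6% of a library, and organelle genes 0.172 to 1.51%. A count of 0 allows up to 3 counts, or 0.106 to 0.394 CPM depending on the library. Where all libraries of a group had at most 3 counts of a gene, a fold change against that group is given as a bound.

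Genes with more than 1 CPM in at least 2 libraries were kept (20145 of the 25886 genes with at least 1 count). They were fitted with edgeR 4.0.16 in R 4.3.3 after TMM normalization, in 1 model with a coefficient for each of the 16 groups and 1 shared estimate of the spread. The common biological coefficient of variation was 0.115 and the median of the prior degrees of freedom 5.07. Contrasts were tested with edgeR's quasi-likelihood test and adjusted by Benjamini-Hochberg over the genes kept, and a gene was called at an FDR under 0.05 and an absolute log2FC over 1. The contrasts were 21FR, 30WL and 30FR against 21WL, 30FR against 21FR and against 30WL, 21FR against 30WL, and the interaction (30FR over 30WL against 21FR over 21WL) at each time point. The standard error of a log2FC is its size without the prior count divided by the square root of the F statistic. Values of single genes are TMM-normalized CPM with the SD over the 2 replicates, and a pseudocount of 0.5 was used for the log2 CPM of single libraries.

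Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. The lists were the top 200 genes bound by PIF7 in 21FR and in 30WL, the 18 SAUR genes of Fig. 5b, and the 138 genes that the annotation names as HSPs or HSFs. The 65 genes of cluster 3 of Supplementary Fig. 7a were described by their medians. For the sum of the single responses, the log2FC of 30FR was compared with the sum of those of 21FR and 30WL over the genes called in 30FR, beside simulated groups without and with an additive response, since the 3 values share their 21WL libraries. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The genes named are every gene for which the paper gives an RNA-seq value or a statement on its transcript, the genes it measured by RT-qPCR (in the closing part), up to 3 genes per time point with the smallest FDR among those called for the interaction, and the 3 genes with the smallest FDR among those called only in 30FR at 2 or more of 1, 3 and 6 h. Any other gene was named after its values were seen.

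The procedure was tested on counts simulated from the means and library sizes of these libraries, with 200 genes changed. Of these, 196 were called in the changed contrast and 193 for the interaction, 3 unchanged genes were called, and 0 genes were called in a contrast without a change. The rule for genes that differ only in 30FR found 193 of the 200 genes. An unchanged list of 100 genes had a p of 0.799 in camera, and the slope of an additive response was 0.979. The genes to be called all had a change beyond the threshold on the log2FC and expression above a minimum. Noise was drawn independently for each gene. Changes close to the threshold were not simulated, so that their recovery is not known.

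The thresholds, the model, the lists tested as sets and most alternatives were set before the data were examined. These alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, DESeq2's size factors in place of TMM, no expression filter, each time point fitted alone, the replicate number as a block, the FDR alone, each library left out in turn for list medians and single genes, the authors' CPM, other set tests (fry, camera with an estimated correlation), shorter or longer lists, and separate 21WL libraries on each side of the additive comparison. The alternatives chosen after seeing the data were the genes of the authors' table, these genes with the likelihood ratio test, each library left out in turn for the additive comparison, the lower bounds for genes with few counts, the medians of cluster 3, and the set tests of the SAUR genes and of the 21FR list for the interaction and of the HSP and HSF genes between 30FR and 30WL. Gene symbols and descriptions came from the RefSeq annotation of TAIR10.1, whose coordinates were not used. Of the supplementary tables, 1999 of 2129 genes bound in 30WL, 1257 of 3002 genes bound in 21FR, 1999 of 2574 genes of the heat map and 1650 of 19718 genes of the authors' log2FC table were used here. The ChIP-seq reads, the genes bound in 30FR, RT-qPCR and the measurements of growth were not analysed here.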

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

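Of the tests of explanations given here, all but the comparison of the 24 h genes with 21FR were chosen only after the results were seen.

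The effect of low R/FR at 24 h differed between 30 and 21 °C for 2 genes, a difference that was tested as an interaction in edgeR. For AT4G27300, which the annotation describes as an S-locus lectin protein kinase family gene, it was −1.48 on the log2 scale (standard error 0.20, adjusted p 0.00617 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its mean was 12.8 ± 0.431 cpm in 21WL, 16.2 ± 1.40 in 21FR, 16.2 ± 1.33 in 30WL and 7.34 ± 0.960 in 30FR, and both 30FR libraries lay below the other 6. For EFE (AT1G05010), the difference was −1.11 (standard error 0.17, adjusted p 0.0131 from edgeR), with 103 ± 1.91, 243 ± 4.00, 172 ± 25.5 and 187 ± 4.30 cpm, and both 21FR libraries lay above the other 6. Across the alternatives, the adjusted p of AT4G27300 ran from 3.24e-07 to 0.130 and that of EFE from 2.76e-06 to 0.130. The highest value came from each time point fitted alone, where neither was called. The tables argue against a single library as the source, since the value nearest 0 with 1 library left out was −1.35 for AT4G27300 (without replicate 2 of 30FR) and −0.95 for EFE (without replicate 2 of 30WL). A difference in the response to low R/FR between the temperatures stays open for both genes as a hypothesis. At 1, 3 and 6 h, where neither gene was called, it was 0.43, 0.55 and 0.11 for AT4G27300 and −0.25, 0.15 and −0.53 for EFE. The 6 h value of EFE goes the same way as at 24 h (standard error 0.17, unadjusted p 0.00460, adjusted p 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed below 0 without each library (−0.67 to −0.36).

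At 24 h, a time point that the paper left out of its clusters and its overlap of genes, 91 genes differed between 30FR and 30WL, of which 68 were lower in 30FR and 23 higher. At 1, 3 and 6 h, 65, 87 and 33 genes were higher and 5, 39 and 10 lower. The scaling of the libraries cannot be told apart as a part of this turn. DESeq2's size factors gave 70 lower genes at 24 h, but they shifted the median of all genes by only −0.0131 and so hardly test it. A difference in depth between 30FR and 30WL does not account for the turn, because the log2 ratio of their mean depths was 1.11 at 6 h, where higher genes prevailed, and 1.06 at 24 h. Of the 68 genes, 61 also lay lower in 21FR than in 21WL (median log2FC −0.92, 23 of them called), where 50.3% of all genes lay below 0. This is consistent with a late response to low R/FR that does not need 30 °C. It remains a hypothesis, as both comparisons rest on 2 libraries per group.

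Also at 24 h, 11 genes were called only in 30FR, that is against 21WL, 21FR and 30WL at once. Expression was higher in 30FR than in the 3 other conditions for 2 of them, lower for 6 and between them for 3. With an unadjusted p in place of the FDR, there were 55 genes. The count was 19 with edgeR's likelihood ratio test, 11 with DESeq2, with its size factors and with each time point fitted alone, 12 without the expression filter and 129 with the FDR alone. Of the 53 genes called only in 30FR at 1, 3 or 6 h, 2 were among the 11. A response carried over from the first 6 h cannot be told apart from a new one by this overlap, since each call needs 3 comparisons past the thresholds and a weaker change would be missed. What these genes share was not tested.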

How the results depend on the processing

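Of the tests described in this part, the set tests of the interaction and of the HSP and HSF genes between 30FR and 30WL, the fits on the genes of the authors' table, the medians of cluster 3 and the additive comparison without single libraries were chosen only after results were seen.

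The counts of genes called in the 20 pairwise comparisons stayed within 1.5 times their value with DESeq2, with DESeq2's size factors, without the expression filter and with the genes of the authors' table. The size factors moved none of the 68 medians of gene lists, and none of the 8 correlations and slopes of the additive comparison, by more than their spread. They shifted the median log2FC of all genes by at most 0.0277 in size. Every other change in this part is given with its value, and its cause was not tested unless one is named.

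With each time point fitted alone, 8 libraries in place of 32 set the spread. The number of genes called then changed in 21FR relative to 21WL from 41 and 74 to 24 and 22 (3 and 6 h), in 30WL relative to 21WL from 344 to 214 (6 h), in 30FR relative to 30WL from 126 and 43 to 72 and 9 (3 and 6 h) and for the interaction from 2 to 0 (24 h). It also changed for genes called only in 30FR from 42 and 6 to 23 and 1 (3 and 6 h), for genes of the 21FR list called higher in 21FR from 18 to 7 (6 h), for genes of the 21FR list called higher in 30WL from 1 to 0 (6 h), for genes of the 30WL list called higher in 30WL from 2 to 1 (6 h) and for the HSP and HSF genes called higher in 30WL from 10 to 16 (24 h). The union of the genes called only in 30FR at 1, 3 or 6 h went from 53 to 28. The log2FC of AT4G27300, 21FR vs 30WL 24h, turned from 0.0027 to −0.0075, and it was −0.00926 with DESeq2 and −0.012 with its size factors. Among the single genes, 17 lost and 5 gained their call.

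Calling at the FDR alone drops the threshold on the fold change and so adds genes with a small change. The genes called rose in 21FR relative to 21WL from 41, 74 and 66 to 96, 164 and 133 (3, 6 and 24 h), in 30WL relative to 21WL from 805, 623, 344 and 356 to 4624, 4054, 2488 and 2481 (1, 3, 6 and 24 h), in 30FR relative to 21WL from 1306, 829, 736 and 676 to 6342, 4844, 4418 and 4281 (1, 3, 6 and 24 h), in 30FR relative to 21FR from 1052, 1000, 593 and 585 to 5708, 5830, 4106 and 4319 (1, 3, 6 and 24 h) and in 30FR relative to 30WL from 70, 126, 43 and 91 to 158, 357, 85 and 336 (1, 3, 6 and 24 h). Those called against 21WL at 1, 3 or 6 h rose from 2304 to 10408. The count rose for genes called only in 30FR from 11, 42, 6 and 11 to 66, 168, 24 and 129 (1, 3, 6 and 24 h), with 53 and 219 in the union of 1, 3 and 6 h and 0 and 2 at all of them. Within the lists, it rose for genes of the 21FR list called higher in 21FR from 5 to 9 (24 h), for genes of the 21FR list called higher in 30FR from 33, 23, 19 and 10 to 79, 60, 50 and 32 (1, 3, 6 and 24 h), for genes of the 21FR list called higher in 30WL from 6, 4, 1 and 2 to 34, 20, 6 and 13 (1, 3, 6 and 24 h), for genes of the 30WL list called higher in 30WL from 5, 3, 2 and 2 to 33, 16, 8 and 15 (1, 3, 6 and 24 h), for the HSP and HSF genes called higher in 30WL from 32, 15 and 10 to 50, 23 and 16 (3, 6 and 24 h) and for the HSP and HSF genes called higher in 30FR from 26, 23 and 18 to 41, 38 and 29 (3, 6 and 24 h). The number of SAUR genes called in at least 1 condition went from 21 to 33.

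With edgeR's likelihood ratio test, the count of calls changed in 30FR relative to 30WL from 43 to 65 (6 h), for the interaction from 0, 0 and 2 to 1, 3 and 13 (1, 3 and 24 h), for genes called only in 30FR from 6 and 11 to 12 and 19 (6 and 24 h) and for genes of the 21FR list called higher in 30WL from 1 to 3 (6 h). With the same test on the genes of the authors' table, it changed in 30FR relative to 30WL from 43 to 65 (6 h), for the interaction from 0, 0 and 2 to 1, 3 and 13 (1, 3 and 24 h), for genes called only in 30FR from 6 and 11 to 12 and 18 (6 and 24 h), for genes of the 21FR list called higher in 30WL from 1 and 2 to 3 and 4 (6 and 24 h) and for genes of the 30WL list called higher in 30WL from 2 to 4 (24 h). DESeq2 changed it for the interaction from 0, 0 and 2 to 1, 4 and 14 (1, 3 and 24 h), for genes of the 21FR list called higher in 30WL from 2 to 4 (24 h) and for genes of the 30WL list called higher in 30WL from 2 to 4 (24 h). Without an expression filter, it changed for the interaction from 2 to 5 (24 h), and with DESeq2's size factors for genes of the 21FR list called higher in 30WL from 1 to 0 (6 h) and for genes of the 30WL list called higher in 30WL from 2 to 1 (6 h). For single genes, 7 calls were gained with the likelihood ratio test, 6 gained and 1 lost with DESeq2, 4 gained without the filter and 1 lost with the size factors. The authors' CPM moved 13 of 176 group means by more than their SD.

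Replicate numbers were checked for pairing. In the 24 pairs of groups at the same time point, the correlation of the deviations from the group means over 14184 genes ran from −0.603 to 0.600 and was above 0.1 in 9 pairs and below −0.1 in 8, so that the numbers do not pair the samples. With the replicate number as a block, the count of calls changed for genes called only in 30FR from 11 to 7 (1 h) and for genes of the 21FR list called higher in 30WL from 1 to 2 (6 h). For single genes, 2 calls were gained and 2 not made, and the log2FC changed sign for HSP90.2 between 21FR and 30WL at 24 h (−0.0056 to 7.72e-04) and for YUC9 in 30WL at 6 h (−0.022 to 0.016).

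Set tests depend on how the correlation between genes is handled. With an estimated correlation in camera, 20 of 60 tests no longer passed the threshold. Their adjusted p was 0.13 for the 21FR list in 30WL over 21WL (1 h), 0.0644 and 0.178 for the 21FR list in 30FR over 21FR (1 and 3 h) and 0.232 for the 30WL list in 30WL over 21WL (1 h). For the other lists, it was 0.309 for the SAUR genes in 30WL over 21WL (24 h), 0.140 for the SAUR genes in 30FR over 21WL (24 h), 0.214 and 0.415 for the SAUR genes in 21FR over 30WL (3 and 24 h), 0.394 for the SAUR genes in 30FR over 21FR (3 h) and 0.126 and 0.134 for the HSP and HSF genes in 30WL over 21WL (6 and 24 h), and 0.0619, 0.121 and 0.121 for the HSP and HSF genes in 30FR over 21WL (3, 6 and 24 h), 0.388, 0.388, 0.388 and 0.388 for the HSP and HSF genes in 30FR over 30WL (1, 3, 6 and 24 h) and 0.644 and 0.159 for the interaction of the SAUR genes (6 and 24 h). With fry, the adjusted p was newly under 0.05, with 0.0340 for the 21FR list in 30WL over 21WL (3 h) and 0.0421 and 0.0274 for the 30WL list in 30WL over 21WL (3 and 24 h), and no longer so with 0.0566 for the SAUR genes in 21FR over 30WL (24 h), 0.341, 0.230, 0.341 and 0.341 for the HSP and HSF genes in 30FR over 30WL (1, 3, 6 and 24 h) and 0.718 and 0.118 for the interaction of the SAUR genes (6 and 24 h). The direction of the SAUR genes in 30WL at 6 h, without a call in either test, turned with fry (adjusted p 0.978). With the top 50 genes of a PIF7 list, camera gave an adjusted p of 0.508 for the 21FR list in 30WL over 21WL (1 h), 0.0575 and 0.346 for the 21FR list in 30FR over 21FR (1 and 3 h) and 0.362 for the 30WL list in 30WL over 21WL (1 h). With every SAUR gene of the annotation, it was 0.0606 and 0.753 for the SAUR genes in 21FR over 30WL (3 and 24 h), 0.0848 for the SAUR genes in 30FR over 21FR (3 h) and 0.0511 for the interaction of the SAUR genes (6 h), and the direction of 30FR over 21FR at 1 h turned without a call (0.955).

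The additive comparison depends on the 21WL libraries that both sides share. With replicate 1 of 21WL for 30FR and replicate 2 for the sum, it had a correlation of 0.826, 0.771, 0.798 and 0.726 (1, 3, 6 and 24 h) and a slope of 0.664, 0.701, 0.602 and 0.417 (1, 3, 6 and 24 h). The other way round, it had a correlation of 0.752, 0.768, 0.820 and 0.645 (1, 3, 6 and 24 h) and a slope of 0.882, 0.643 and 0.829 (1, 3 and 24 h), while the slope at 6 h moved by less than its spread. Separate controls remove the noise that the shared ones add to both sides, and each rests on 1 library.

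Fits that each left out 1 library of the groups compared moved the following medians of log2FC by more than the spread between replicates. Where the library moved the median by over 1.5 times, its condition and replicate number are given in brackets. For the 21FR list of PIF7-bound genes, the median ranged in 21FR over 21WL from 0.0168 (21WL 2) to 0.15 (21WL 1) at 24 h, in 30WL over 21WL from 0.11 to 0.18 at 1 h, from 0.0439 (21WL 2) to 0.16 (21WL 1) at 3 h and from 0.0393 (21WL 2) to 0.15 at 24 h and in 30FR over 21WL from 0.23 to 0.31 at 3 h and from 0.12 to 0.26 (21WL 1) at 24 h. It also ranged in 30FR over 21FR from 0.0298 (21FR 1) to 0.0807 (30FR 2) at 24 h. For the 30WL list, it ranged in 30WL over 21WL from 0.0431 (21WL 2) to 0.13 (21WL 1) at 3 h. That of the SAUR genes ranged in 21FR over 21WL from 1.79 to 2.87 at 1 h, from 1.13 to 1.66 at 3 h and from 0.88 to 1.65 (21WL 2) at 24 h, in 30WL over 21WL from 0.0349 (30WL 2) to 0.48 (21WL 2) at 1 h, from 0.0277 (30WL 1) to 0.76 at 3 h, from −0.15 (30WL 2) to 0.16 at 6 h and from 0.39 (21WL 1) to 1.14 (21WL 2) at 24 h and in 30FR over 21WL from 2.17 to 3.15 at 1 h, from 1.85 to 2.36 at 3 h and from 0.38 (21WL 1) to 1.18 (21WL 2) at 24 h. It also ranged in 30FR over 21FR from −0.19 to −0.0164 (30FR 2) at 24 h and in 21FR over 30WL from 0.80 to 0.90 at 3 h, from 1.55 to 2.34 at 6 h and from 0.41 (30WL 2) to 0.66 at 24 h. That of the cluster 3 genes ranged in 21FR over 21WL from 1.21 to 1.62 at 1 h, from 1.34 to 1.60 at 3 h and from 0.92 to 1.14 at 24 h, in 30WL over 21WL from 0.0821 (30WL 2) to 0.44 (30WL 1) at 1 h, from 0.44 to 0.59 at 3 h and from 0.54 to 0.81 (21WL 2) at 24 h and in 30FR over 21WL from 2.01 to 2.13 at 1 h, from 2.03 to 2.18 at 3 h, from 1.35 to 1.62 at 6 h and from 0.97 to 1.16 at 24 h. It also ranged in 30FR over 21FR from 0.37 to 0.70 at 1 h and from 0.0703 (30FR 1) to 0.27 at 24 h. That of the HSP and HSF genes ranged in 21FR over 21WL from −0.10 to −0.0665 at 1 h, from −0.0708 (21FR 2) to −0.0189 (21WL 2) at 3 h, from −0.0902 (21FR 2) to −0.0445 at 6 h and from −0.0698 (21WL 1) to 0.0577 (21FR 2) at 24 h, in 30WL over 21WL from 0.27 to 0.42 (21WL 2) at 1 h and from 0.29 (30WL 2) to 0.49 at 3 h and in 30FR over 21WL from 0.38 to 0.39 at 1 h, from 0.19 to 0.30 at 6 h and from 0.17 to 0.29 at 24 h. Among these, the direction turned for the SAUR genes in 30WL at 6 h and for the HSP and HSF genes in 21FR at 24 h. In the additive comparison, the correlation ran from 0.891 to 0.944 at 1 h, from 0.921 to 0.942 at 3 h, from 0.892 to 0.923 at 6 h and from 0.881 to 0.950 at 24 h and the slope ran from 0.874 to 0.988 at 1 h, from 0.803 to 0.922 at 3 h, from 0.746 to 0.852 at 6 h and from 0.737 to 0.907 at 24 h. Of the log2FC of single genes, 93 values with 1 library left out moved by more than the spread and 1811 did not.

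Depth limits the genes with few reads. UGT84B1 had 0 counts in all 32 libraries, which allows up to 0.394 CPM in the shallowest of them, and the fold changes of SAUR19 and SAUR22 against 21WL are lower bounds, or have no bound in 30WL at 1 h, where both conditions are that low. The shallowest groups were 30WL at 6 h (7606788 and 14924687 reads) and 30WL at 24 h (8750851 and 12949448 reads).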

Differences from the paper's values

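The number of genes called only in 30FR at 6 h was 6, against about 12 in the paper (Supplementary Fig. 7b, read by eye). Of the alternatives set before the data were examined, edgeR's likelihood ratio test (12 genes) and DESeq2 (8 genes) gave counts within 1.5 times the paper's, while DESeq2's size factors (5), no expression filter (7), each time point fitted alone (1), the replicate block (5) and the FDR alone (24) did not. Of the alternatives chosen after seeing the values, the likelihood ratio test on the genes of the authors' table gave 12, and the quasi-likelihood test on those genes 6.

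The paper states that most direct targets of PIF7 were upregulated in 21FR and 30FR. Its Fig. 4f shows 31 of the top 50 genes bound in 30FR, chosen for an FDR under 0.05. Of the 31 corresponding genes of the 21FR list, 22 to 28 had a log2FC above 0 in 21FR and 24 to 26 in 30FR. Of the 167 genes of the 21FR list that passed the expression filter, 106 to 124 had a log2FC above 0 in 21FR and 116 to 130 in 30FR, but at most 33 were called higher than in 21WL (30FR at 1 h), and 79 at the FDR alone. The 30FR list was not analysed here. The paper states, from RT-qPCR, that the PIF7 transcript did not respond to the conditions. In these libraries, it was called lower in 21FR than in 21WL at 1 h (log2FC −1.23, adjusted p 0.00276 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both 21FR libraries below both 21WL libraries). The paper states, from RT-qPCR, that PIF5 was upregulated in 30WL and 30FR. Here its log2FC at 6 h was −0.11 in 30WL and −0.13 in 30FR, with an adjusted p of 0.741 and 0.617 in the same edgeR test, while it was above 0 at 1, 3 and 24 h. The sign at 6 h rests on single libraries, since without replicate 2 of 21WL the values were 0.10 and 0.073. Fig. 5b shows the SAUR genes that change in at least 1 condition. Here 21 SAUR genes were called, 18 of them shown there, 20 with DESeq2 and, in a fit chosen after seeing the values, 19 with the genes of the authors' table.

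The paper's log2FC table has IAA29 in 30WL at 6 h and YUC8 in 21FR at 1 h past both thresholds. Here the log2FC was 1.60 with an adjusted p of 0.105 and 1.07 with an adjusted p of 0.156 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For IAA29, edgeR's likelihood ratio test (0.0113), DESeq2 (0.0135) and the replicate block (0.0151) gave an adjusted p under 0.05. For YUC8, the likelihood ratio test did (0.0388).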

Other observations

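Of the tests of explanations and of gene sets in this part, all but the test of another time point for 30WL and the test of reads shared between SAUR genes were chosen only after the results were seen.

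In 30WL at 3 h, heat shock genes were higher in replicate 2 than in replicate 1. HSFA2 had 148 CPM in replicate 2 and 14.3 in replicate 1, HSP90.1 1173 and 220, and HSP90.2 831 and 331. Of 14184 genes, 23 differed more than 4-fold between these replicates, 22 of them higher in replicate 2, and 14 of the 23 are HSP or HSF genes, all higher in replicate 2. In the other 15 pairs of replicates, at most 2 HSP or HSF genes did (30WL at 1 h). Without replicate 2, 25 of the 32 HSP and HSF genes called higher in 30WL at 3 h kept a log2FC over 1, with a median of 3.08, and of the 8 called lower in 30FR than in 30WL, 0 stayed below −1 (median −0.17). A library of 30FR would carry PIL1, IAA29 and ATHB2 at the level of 30FR, and they reached at most 11.4% of it. A library of 30WL at 1 h would not have shifted from 1 h as 30FR did from 1 to 3 h. Over the 127 other genes that change with time in 30FR, the slope of this shift was 0.598 in replicate 2 and 0.554 in replicate 1. This argues against a 1 h library, while a library of a later time point was not tested. A further warming of these seedlings may have occurred, and cannot be told apart from other causes, since no temperature is recorded for single samples.

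Over the 16 pairs of replicates, 35.5% of the variance of the replicate differences of 14184 genes lay on 1 axis, on which LEA7, RAB18 and LTI65 rank 2, 4 and 5. RAB18 ran from 0.731 to 384 CPM and differed more than 5-fold in 7 pairs. Of the 100 genes that load highest, 28 were called against 21WL at 1, 3 or 6 h. FRU, which ranks 14181 of the 14184 genes, loads at −0.046 where RAB18 loads at 0.15. It was picked from the far end of the axis and the values were TMM-normalized, so that it does not test the scaling of the libraries. The depth of the libraries showed no relation (r = −0.15 over the 16 pairs, p 0.574, Spearman −0.11, adjusted p 0.878 by Benjamini-Hochberg, r = 0.063 without the 2 farthest pairs). For the share of reads aligned to more than 1 place, r was 0.041 (p 0.878, Spearman 0.11, adjusted p 0.878), but 0.57 without the 2 farthest pairs, so that this share cannot be told apart from other sources. The water status of the seedlings at harvest could differ but it is not recorded and cannot be told apart either.

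The 18 SAUR genes gained less from low R/FR at 30 than at 21 °C at 24 h. The median of the interaction was −0.27, 0.18, −0.44 and −0.89 at 1, 3, 6 and 24 h, and at 24 h all 18 genes lay below 0. With 1 library left out, it ran from −0.46 to −0.088 at 1 h, from −0.010 to 0.60 at 3 h and from −0.71 to −0.15 at 6 h. Over all 54 SAUR genes that passed the filter, the 24 h median was −0.34, with 14 genes above 0. At 24 h, 3 of the 18 genes had at most 3 counts in every 21WL library, so that their fitted values depend on the prior count. Camera gave an adjusted p of 0.0371 at 6 h and 4.51e-07 at 24 h, but 0.644 and 0.159 with an estimated correlation, and fry gave 0.718 and 0.118. Reads shared between SAUR19 to SAUR24 are not the whole source, as the 13 genes left without them had a median of −0.80 at 24 h. No single library makes it, since the median nearest 0 with 1 library left out was −0.59. Whether the genes differ between the temperatures stays open, because the set tests disagree. The 21FR list of PIF7-bound genes had adjusted p of 0.179, 0.156, 0.156 and 0.449 for its interaction in camera and 0.481 at each time point in fry. For the HSP and HSF genes between 30FR and 30WL, camera gave 0.0397 (higher), 0.00169 (lower), 0.0216 (higher) and 0.0397 (higher), fry 0.341, 0.230, 0.341 and 0.341, and camera with an estimated correlation 0.388 at each time point.

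Clock genes, which the paper does not mention, changed as well. LHY had a log2FC relative to 21WL of −3.79 in 30WL and −4.54 in 30FR at 6 h and of −2.98 in 21FR at 24 h, where CCA1 had −2.35, RVE8 −1.49, GI 1.71, PRR3 1.30 and LUX 1.12. The scaling of the libraries would move morning and evening genes the same way, and the 8 evening genes had a median of 0.79 in 21FR at 24 h, where 4 of the 5 morning genes were lower, and of 0.82 in 30WL at 6 h. A shift in the phase of the clock is a candidate explanation of the 24 h values, at which all 8 evening genes were higher in 21FR. In 30FR at 24 h, all 8 were higher too (median 1.07) and 4 of the 5 morning genes lower, while in 30WL 4 evening genes were higher (median 0.026). In 21FR, the 8 evening genes were all higher at 1 and 6 h as well (median 0.081 and 0.30), and 7 at 3 h (0.33). At 1 h, 7 of them were higher in 30WL (median 0.65) and 6 in 30FR (0.48). The phase cannot be told apart from a change of level, since 1 time point within the day does not give a phase.

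At 6 h, the slope of the log2FC of 30FR on the sum of the single responses was 0.827. This was below the lowest slope of the simulated additive groups (0.846). Those groups kept only single effects with an FDR under 0.05, and their genes varied independently, so that they differ from the data. With each library left out in turn, the slope ran from 0.746 to 0.852 (without replicate 2 and replicate 1 of 30WL). Of the 8 values, 7 lay below 0.846, among them those without replicate 1 and replicate 2 of 21WL (0.757 and 0.815), and 1 above it. The simulated slopes had no library left out, so that these 8 values cannot be placed against them. Noise shared through the 21WL libraries is therefore not told apart from a response that is less than additive.

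The paper measured PIF4, PIF5, PIF7, YUC8 and YUC9 by RT-qPCR. In these libraries, PIF4 had a log2FC relative to 21WL of 1.93, 1.40, 0.71 and 2.10 in 30WL at 1, 3, 6 and 24 h, 2.20, 1.19, 0.75 and 1.74 in 30FR and −0.70, −0.21, 0.28 and 1.07 in 21FR. PIF5 had 0.72, 0.62, −0.11 and 1.08 in 30WL, 0.66, 0.50, −0.13 and 0.55 in 30FR and −0.73, −0.27, −0.035 and 0.42 in 21FR. For PIF7, the values were −1.23, −0.38, −0.21 and −0.14 in 21FR, 0.31, 0.43, −0.20 and 0.11 in 30WL and −0.40, −0.20, −0.75 and −0.53 in 30FR. YUC8 changed by 1.07, 1.37, 1.77 and 0.58 in 21FR, 0.46, 0.18, 0.052 and 0.46 in 30WL and 1.52, 2.36, 1.83 and 0.69 in 30FR, and YUC9 by 2.20, 1.38, 1.38 and 0.54, 0.88, 0.68, −0.022 and 0.14 and 2.32, 2.04, 1.29 and 0.81. The decrease of PIF7 in 21FR at 1 h was called (standard error 0.20, adjusted p 0.00276 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3.65e-06 to 0.0198 under the alternatives), with both 21FR libraries below both 21WL libraries, and the value nearest 0 with 1 library left out was −1.00.

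SAUR19 and SAUR22 had at most 3 counts in every 21WL library, so that their folds over 21WL are lower bounds where the other condition had more. In 21FR, SAUR19 was at least 9.41, 5.32, 15.1 and 6.60-fold higher than in 21WL at 1, 3, 6 and 24 h, and in 30FR at least 13.5, 17.0, 16.6 and 9.04-fold. SAUR22 was at least 26.5, 21.8, 53.9 and 24.4-fold higher in 21FR and at least 29.6, 37.9, 56.4 and 25.3-fold in 30FR. In 30WL, the bounds at 3, 6 and 24 h were 1.17-fold, 1.43-fold and 1.06-fold for SAUR19 and 1.65-fold, 3.92-fold and 4.89-fold for SAUR22, and at 1 h both conditions had at most 3 counts.

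For the genes that the paper names with an RNA-seq value, 58 of the 132 comparisons with 21WL had an FDR under 0.05 with adjustment over all genes, and 75 with adjustment over these genes alone.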
